# The interferon-rich skin environment regulates Langerhans cell ADAM17 to promote photosensitivity in lupus

**DOI:** 10.7554/eLife.85914

**Published:** 2024-06-11

**Authors:** Thomas Morgan Li, Victoria Zyulina, Ethan S Seltzer, Marija Dacic, Yurii Chinenov, Andrea R Daamen, Keila R Veiga, Noa Schwartz, David J Oliver, Pamela Cabahug-Zuckerman, Jose Lora, Yong Liu, William D Shipman, William G Ambler, Sarah F Taber, Karen B Onel, Jonathan H Zippin, Mehdi Rashighi, James G Krueger, Niroshana Anandasabapathy, Inez Rogatsky, Ali Jabbari, Carl P Blobel, Peter E Lipsky, Theresa T Lu

**Keywords:** lupus, langerhans cells, interferons, photosensitivity, inflammation, ADAM17, Human, Mouse

## Abstract

The autoimmune disease lupus erythematosus (lupus) is characterized by photosensitivity, where even ambient ultraviolet radiation (UVR) exposure can lead to development of inflammatory skin lesions. We have previously shown that Langerhans cells (LCs) limit keratinocyte apoptosis and photosensitivity via a disintegrin and metalloprotease 17 (ADAM17)-mediated release of epidermal growth factor receptor (EGFR) ligands and that LC ADAM17 sheddase activity is reduced in lupus. Here, we sought to understand how the lupus skin environment contributes to LC ADAM17 dysfunction and, in the process, differentiate between effects on LC ADAM17 sheddase function, LC ADAM17 expression, and LC numbers. We show through transcriptomic analysis a shared IFN-rich environment in non-lesional skin across human lupus and three murine models: MRL/lpr, B6.Sle1yaa, and imiquimod (IMQ) mice. IFN-I inhibits LC ADAM17 sheddase activity in murine and human LCs, and IFNAR blockade in lupus model mice restores LC ADAM17 sheddase activity, all without consistent effects on LC ADAM17 protein expression or LC numbers. Anti-IFNAR-mediated LC ADAM17 sheddase function restoration is associated with reduced photosensitive responses that are dependent on EGFR signaling and LC ADAM17. Reactive oxygen species (ROS) is a known mediator of ADAM17 activity; we show that UVR-induced LC ROS production is reduced in lupus model mice, restored by anti-IFNAR, and is cytoplasmic in origin. Our findings suggest that IFN-I promotes photosensitivity at least in part by inhibiting UVR-induced LC ADAM17 sheddase function and raise the possibility that anifrolumab ameliorates lupus skin disease in part by restoring this function. This work provides insight into IFN-I-mediated disease mechanisms, LC regulation, and a potential mechanism of action for anifrolumab in lupus.

## Introduction

The autoimmune disease lupus erythematosus (lupus) manifests in part by photosensitivity, a sensitivity to ultraviolet radiation (UVR) whereby even ambient sunlight can trigger the development of inflammatory skin lesions (Foering et al., 2013; Kim and Chong, 2013). In patients with the systemic form of the disease (SLE), with or without diagnosed cutaneous lupus (CLE), photosensitive skin responses can also be associated with worsening systemic autoimmunity and end organ damage. Photosensitive skin inflammation, the accompanying risk of systemic disease flares, and the lifestyle modifications such as sun avoidance needed to prevent UVR-induced skin inflammation all contribute to reduced quality of life (Bachen et al., 2009; Foering et al., 2012). Insight into mechanisms that underlie photosensitivity remain limited (Estadt et al., 2022; Sim et al., 2021), and better understanding of pathophysiology will help to advance therapeutic options.

To study the pathophysiology that drives photosensitivity, we have focused on studying non-lesional skin to delineate mechanisms that have already gone awry that lead to photosensitivity. We recently reported that Langerhans cells (LCs) can limit UVR-induced skin inflammation by expressing a disintegrin and metalloprotease 17 (ADAM17), which releases membrane-bound epidermal growth factor receptor (EGFR) ligands that then preserve epidermal integrity via EGFR stimulation of keratinocytes (Shipman et al., 2018). Two distinct photosensitive SLE mouse models showed a reduction in LC *Adam17* mRNA in non-lesional skin which corresponded to reduced LC ADAM17 sheddase activity, and we could reduce photosensitivity by circumventing the reduced EGFR ligand shedding with topical EGFR ligand application. Together, these data suggested that reduction of LC ADAM17-dependent EGFR-ligand sheddase activity contributes to photosensitivity. However, no murine ADAM17 antibody was available to differentiate between diminished LC ADAM17 protein level versus sheddase function. Non-lesional skin of SLE patients showed reduced epidermal EGFR phosphorylation and a subset had reduced LC numbers, suggesting that reduced LC ADAM17 sheddase function, LC ADAM17 expression and/or LC numbers could potentially contribute to pathology. Thus, our previous study put forth a new model for LC dysfunction in lupus photosensitivity but the mechanisms that lead to LC dysfunction and distinguishing among the regulation of LC ADAM17 sheddase function, protein expression, and LC numbers remained to be fully elucidated.

A prominent interferon (IFN) signature indicative of exposure to type I interferon (IFN-I) is found in tissues and circulating cells in lupus (Baechler et al., 2003; Bennett et al., 2003; Catalina et al., 2019; Der et al., 2019; Jabbari et al., 2014; Kirou et al., 2004; Martínez et al., 2022; Psarras et al., 2020; Psarras et al., 2022), and the recent FDA approval of anifrolumab (anti-IFNAR1) for SLE highlights the importance of IFN-I in disease pathogenesis. Numerous studies have pointed to an IFN-I-rich environment in even non-lesional skin based on transcriptomic signatures of skin from SLE and CLE patients (Billi et al., 2022; Der et al., 2017; Der et al., 2019; Psarras et al., 2020), upregulation of keratinocyte IFN-κ expression in keratinocytes of CLE, SLE, and ANA +patients (Psarras et al., 2020; Stannard et al., 2017), and upregulation of IFN-stimulated genes (ISGs) such as *MX1* on tissue sections in SLE, incomplete SLE, and ANA +patients (Lambers et al., 2019; Psarras et al., 2020; Reefman et al., 2008). Remarkably, the IFN signature in both lesional and non-lesional skin is greatly enriched compared to the signature in blood (Psarras et al., 2020), further pointing to a potential pathogenic role for IFN-I in lupus skin disease, and the IFN-I-rich environment in grossly unaffected skin points to a role for IFN-I in potentially predisposing to lesion development. Functionally, the reduced skin lesions in IFNAR-deficient SLE model mice (Nickerson et al., 2013) is consistent with this idea, and, indeed, anifrolmab is especially efficacious for skin disease in SLE patients (Furie et al., 2017; Merrill et al., 2018; Morand et al., 2020). Mechanisms by which IFN-I contributes to and anifrolumab exerts this ameliorative effect on lupus skin disease, however, remains to be better understood.

Here, we consider LC dysfunction in the context of the high IFN levels in lupus, and test the hypothesis that the IFN-I-rich environment present in even non-lesional lupus skin promotes LC dysfunction to contribute to photosensitivity. We extend accumulating human data showing an IFN-I signature in non-lesional CLE skin and establish that non-lesional skin from photosensitive MRL/lpr, B6.Sle1yaa, and imiquimod (IMQ) SLE models share IFN signatures with human skin. IFN-I was sufficient to inhibit LC ADAM17 sheddase activity without consistent effects on surface expression levels or altering LC numbers in healthy murine and human LCs. Conversely, anti-IFNAR treatment of SLE mouse models restored LC ADAM17 sheddase function without affecting expression levels or LC numbers. Anti-IFNAR restoration of LC ADAM17 sheddase function was associated with reduced photosensitive response, and this anti-IFNAR effect was dependent on EGFR signaling and LC ADAM17. Lastly, we show that UVR-induced reactive oxygen species (ROS) known to promote ADAM17 sheddase activity (Singh et al., 2009), was reduced in lupus model LCs, that anti-IFNAR restored ROS expression, and that ROS was of cytoplasmic origin. Together, our results establish that multiple photosensitive murine SLE models are similar to human lupus patients in demonstrating IFN signatures in non-lesional skin and put forth a mechanism whereby IFN-I contributes to photosensitivity at least in part by inhibiting LC sheddase ADAM17 activity. These data provide insight into IFN-I-mediated contributions to photosensitivity, delineate a driver of LC dysfunction, and suggest the possibility that restoration of LC ADAM17 function is a mechanism of action for anifrolumab in lupus skin disease.

## Results

### Non-lesional skin from human lupus and murine models share an IFN-rich environment

To understand mechanisms that lead to the LC defects seen in non-lesional skin of SLE mouse models and human SLE (Shipman et al., 2018), we assessed the non-lesional skin transcriptomic profiles from human lupus patients and multiple murine models. We examined a non-lesional skin microarray dataset from a CLE cohort with the discoid form of CLE (DLE) that had not been previously analyzed and was part of a cohort whose lesional skin was shown to have a Th1 signature when compared to healthy controls and psoriatic skin (Jabbari et al., 2014). The gene expression profile of the non-lesional DLE skin was significantly different from that of healthy skin (Supplementary file 1), lesional skin, and psoriatic skin (Figure 1A). Differential pathway analysis via Quantitative Set Analysis for Gene Expression (QuSAGE) showed that IFN, IFN-I and IFN-γ pathways were among the upregulated pathways in non-lesional DLE skin compared to normal controls (Figure 1B and Supplementary file 2). The IFN-I pathway was more prominent than the IFNg pathway, with upregulation of a number of IFN-I-associated transcription factors such as *IRF1, 6, 7, 8* and IFN-stimulated genes including *MX1, MX2, XAF1, IFI27*, and *ISG15* in non-lesional skin (Figure 1C–D, Figure 1—figure supplement 1). Comparison of non-lesional skin with lesional skin showed that this IFN response was overall less dramatic in non-lesional skin (Figure 1D, Figure 1—figure supplement 1), consistent with findings of previous studies (Billi et al., 2022; Martínez et al., 2022; Psarras et al., 2020). The more muted response did not apply to every gene in the pathway, however, with *ADAR, IRF6*, and *PTPN1* expressed at higher levels in non-lesional skin (Figure 1D, Figure 1—figure supplement 1) and suggesting a distinct biology in non-lesional and lesional skin. These data are consistent with that from other cohorts (Billi et al., 2022; Der et al., 2017; Der et al., 2019; Psarras et al., 2020) showing that non-lesional skin, similar to lesional skin, has an IFN-rich environment.

**Figure 1.**
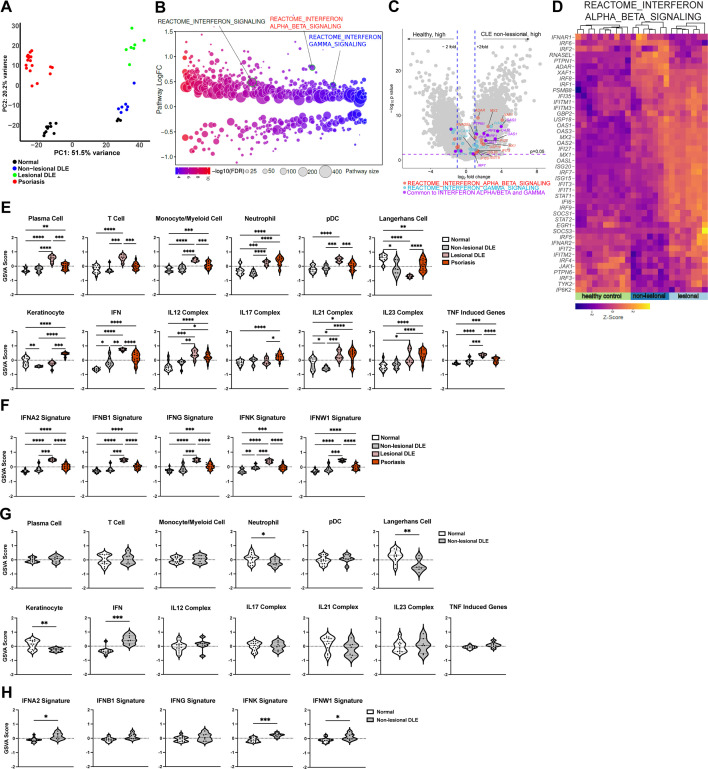
Analysis of a new cohort shows an IFN-rich environment in non-lesional DLE skin. (**A–H**) Microarray analysis of gene expression from non-lesional skin of DLE (n=7, this manuscript), lesional DLE (n=7), psoriasis patients (n=17), and healthy controls (n=13) (Jabbari et al., 2014). In (**A, D–F**), analyses include lesional DLE or both lesional and psoriasis samples. (**A**) Principal component analysis (PCA) of patient samples using top 500 genes. (**B**) Differentially expressed pathways in control and non-lesional DLE skin were determined using QuSAGE pathway analysis against Molecular Signatures Database (MSigDB). (**C**) Volcano plot of differentially expressed genes. Genes from IFN-α/β (red), IFN-γ (blue) pathways, and IRF transcription factors (green) are marked. (**D**) Heatmap of z-score transformed gene expression in the IFN-α/β signaling pathway. (**E–H**) Gene Set Variation Analysis (GSVA) of gene sets relevant to lupus (Martínez et al., 2022), with (**G–H**) comparing only control and non-lesional skin. (**F, H**) GSVA using gene sets comprising specific IFN subtypes. (**E–H**) *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 by unpaired t-test.

**Figure 1—figure supplement 1.**
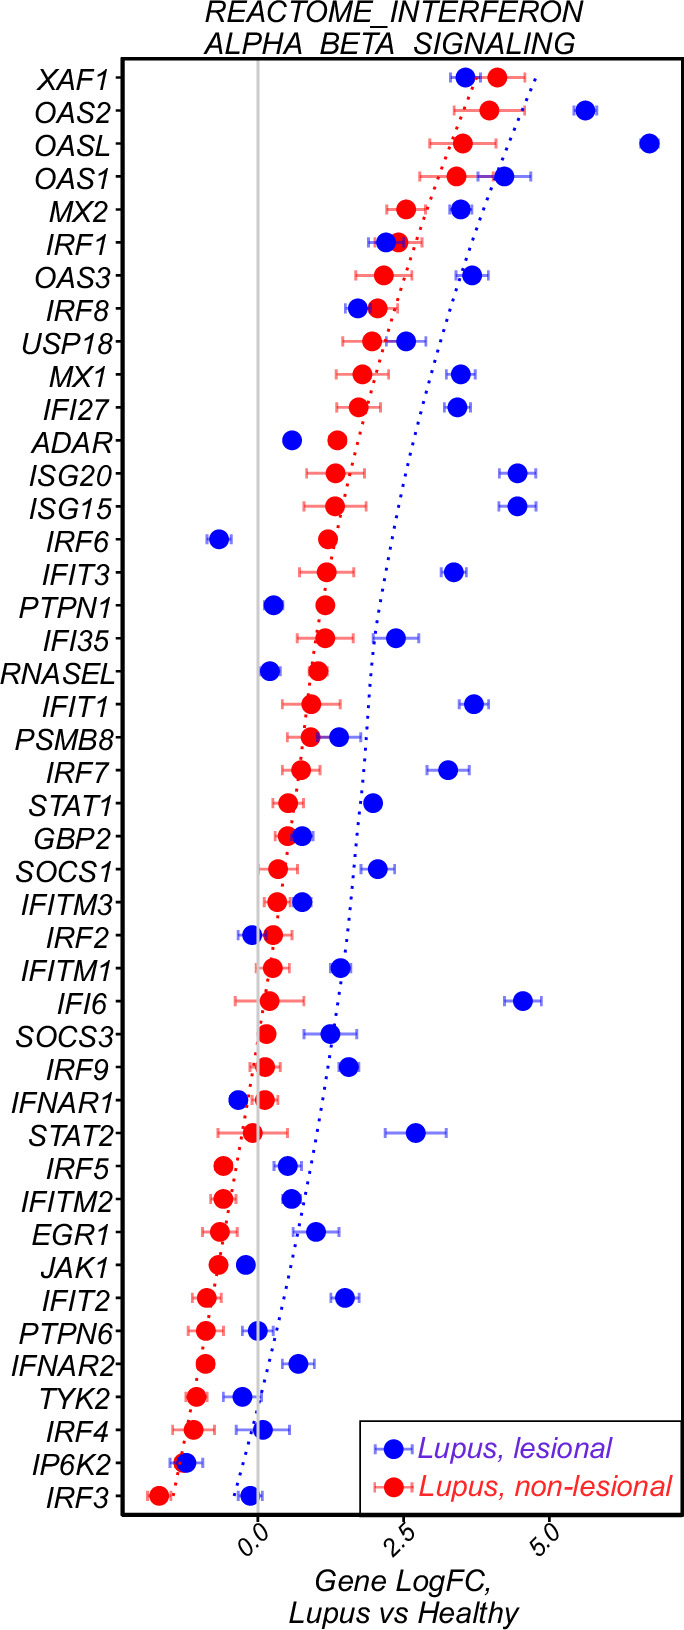
Further analysis of gene expression in human DLE. Log-transformed expression fold change for genes in the IFN α/β pathway for human DLE skin.

We also analyzed the DLE data using Gene Set Variation Analysis (GSVA) to examine expression of defined lupus-relevant gene sets. We had previously used this approach to analyze publicly available bulk transcriptomic data from non-lesional and lesional CLE skin that included the DLE lesional skin data (Martínez et al., 2022). Reanalysis of the lesional skin here reiterated the GSVA results of multiple datasets (Martínez et al., 2022), showing enrichment of immune cell gene sets including plasma cells, T cells, monocyte/myeloid cells, neutrophils, and plasmacytoid dendritic cells (pDCs) when compared to controls (Figure 1E; Supplementary file 3). The LC gene set was de-enriched in lesional skin, echoing the LC loss seen in other studies (Billi et al., 2022; Bos et al., 1986; Sontheimer and Bergstresser, 1982), and this effect was more dramatic than the LC de-enrichment in lesional psoriatic skin (Figure 1E). Lesional DLE samples were also enriched for inflammatory cytokine gene sets, including IL12, IL21, IL23, TNF, and a highly upregulated IFN gene signature as previously seen (Figure 1E; Martínez et al., 2022). The upregulation of IFN response genes in lesional DLE skin extended to gene signatures indicative of response to specific IFNs, including IFN-Is (IFN-α, β, κ, and ω) and type II IFNs (IFN-γ; Figure 1F). The IFN-γ signature is consistent with the Th1 signature identified in the original study examining these gene expression data along with cellular phenotyping (Jabbari et al., 2014).

Non-lesional skin also showed upregulation of the IFN gene set in GSVA when compared to healthy controls, although this change was more modest than in lesional skin (Figure 1E–G), similar to that seen in the QuSAGE analysis (Figure 1D, Figure 1—figure supplement 1). IFN gene set changes in non-lesional skin were driven by IFN-α, IFN-κ, and IFN-ω gene set upregulation (Figure 1H). Non-lesional skin showed de-enrichment of the LC gene set and this effect was more modest than in lesional skin (Figure 1E and G), consistent with the noticeable loss of LCs in lesional skin compared to adjacent non-lesional skin by immunostaining of tissue sections (Sontheimer and Bergstresser, 1982). In contrast, non-lesional skin showed de-enrichment of the keratinocyte gene set, an effect not seen in lesional skin (Figure 1E and G), suggesting a distinct biology in non-lesional and lesional skin. GSVA, then, showed that while lesional skin was characterized by a proinflammatory IFN-rich environment and reduction of LC signals, non-lesional skin had a less inflammatory environment but one that was notable for an IFN response and LC reduction.

We next examined non-lesional ear skin from MRL/lpr, B6.Sle1yaa, and imiquimod (IMQ) SLE mouse models by RNAseq. 

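RNA from the ear skin of 8 MRL/lpr and 9 MRL/+ mice was sequenced as poly-A selected, non-stranded libraries, and the authors deposited the number of reads counted on each gene, without normalization. By the sample labels, 4 MRL/lpr and 4 MRL/+ mice were 12 weeks old, and 4 MRL/lpr and 5 MRL/+ mice were 14 weeks old. The authors trimmed the reads with fastp, aligned them to mm10 with STAR and counted those in exons of GENCODE genes. The paper's text does not name the strand setting of the counting or the treatment of reads that align to several places, so the counts of overlapping genes, antisense genes and near-identical copies are uncertain. Of the 54752 genes listed, 54723 were named and placed here by GENCODE release M21 on GRCm38 (mm10), and 19593 had no counts. The counts on genes per MRL/lpr mouse ranged from 14512222 to 19222849, with a median of 16358972.5. The range in MRL/+ mice was 14729697 to 17656140, with a median of 16181960. These totals are the depth used here, since the paper's text gives a range of mapped reads and not of reads counted on genes. The mean total was 4.18% higher in MRL/lpr mice (two-sided exact permutation test, p = 0.322). The counts were scaled here by edgeR's TMM normalization and are given as CPM. The 14066 genes with a mean of at least 2 CPM in either genotype were tested, both ages pooled, by edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment. Pathways and gene sets were scored on log2 CPM with a prior count of 2.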

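Ear skin of 5 B6.Sle1yaa and 5 B6 mice was sequenced on another instrument than that of the MRL mice, and the deposited table holds raw counts per gene for 2 sequencing lanes of each mouse. The 2 lanes of a mouse were summed, since they differed by little more than counting noise, with a chi-square per gene of 1.11 to 1.13, against 8.72 to 53.9 between mice of a group. The sample labels give an age of 6 months for these mice, the paper's methods give 12 weeks and its results 5 months, and the age is therefore not used here. B6.Sle1yaa mice had 24324717 to 30741021 counts on genes, with a median of 26633059, and B6 mice had 26114972 to 30318127, with a median of 28615795. The mean total of B6.Sle1yaa mice differed from that of B6 mice by −3.34% (two-sided exact permutation test, p = 0.468). This table lists 55348 genes, of which 55107 were named by the same annotation and 22459 had no counts, and it lists no mitochondrial genes, while that of the MRL mice lists 37. The 2 models were therefore analysed apart, with the same normalization, filter and test, which left 14021 genes.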

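Fas, which is mutated in MRL/lpr mice, was chosen before the data were examined as a check of the genotype labels, and its level did not differ detectably. The counts cover the whole gene, and what the mutation does to such counts was not examined. The level of Fas therefore leaves the genotype labels unchecked. Fas (ENSMUSG00000024778.12; chromosome 19 of GRCm38, 34290666 to 34327772) had 16.2 ± 3.33 CPM (SD, n = 8) in the libraries labelled MRL/lpr and 15.5 ± 1.86 CPM (SD, n = 9) in those labelled MRL/+. The log2 fold change was 0.07 (standard error 0.11, edgeR adjusted p = 0.787), and it was −0.0044 without MRL/lpr mouse 4 of 14 weeks.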

The photosensitive MRL/lpr model has a *Fas* gene mutation and develops a lupus-like phenotype especially well on the MRL genetic background (Menke et al., 2008; Theofilopoulos and Dixon, 1985). MRL/lpr mice have reduced LC ADAM17 sheddase function and LC *Adam17* mRNA, and topical EGFR ligand supplementation ameliorated photosensitivity (Shipman et al., 2018). 

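Among the genes tested in ear skin, 291 differed between MRL/lpr and MRL/+ mice with an edgeR adjusted p under 0.05, 171 of them higher and 120 lower in MRL/lpr mice, and 2468 had an unadjusted p under 0.05. In the 12-week mice alone the number was 252 and in the 14-week mice alone 134, and with DESeq2's size factors and Wald test in all mice it was 575, with the 291 among them. With each mouse left out in turn, the number ranged from 189 without MRL/lpr mouse 4 of 12 weeks to 510 without MRL/lpr mouse 1 of 14 weeks. Of the genes whose groups did not overlap, Gm40466, Mamdc2 and Tgtp2 had the largest rises. Gm40466 (ENSMUSG00000110649.1; chromosome 8, 20001099 to 20008736), an unprocessed pseudogene, had 2.46 ± 0.60 CPM (SD, n = 8) in MRL/lpr mice and at most 1 count in a MRL/+ mouse, which makes it at least 13.1-fold higher, and it shares 14.3% of its 31-base words with Gm3365. Mamdc2 (ENSMUSG00000033207.6; chromosome 19, 23302609 to 23448442) lies 10.8 Mb from Fas and had 7.86 ± 2.14 CPM (SD, n = 8) in MRL/lpr and 0.16 ± 0.10 CPM (SD, n = 9) in MRL/+ mice, a log2 fold change of 5.55 (standard error 0.26, edgeR adjusted p = 1.72e-11). Tgtp2 (ENSMUSG00000078921.3; chromosome 11, 49057194 to 49064206) had a log2 fold change of 3.24 (standard error 0.35, edgeR adjusted p = 5.46e-06) and is uncertain, since it shares 89.2% of its 31-base words with Tgtp1. The largest falls were those of Hilpda (log2 fold change −1.11), 4930438A08Rik (−0.76) and Pcca (−0.71).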

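For each mouse, the IFN-α/β and IFN-γ pathways of Supplementary file 5 were scored as the mean log2 CPM of their genes, as QuSAGE was not used here. The 37 genes of the IFN-α/β pathway averaged 4.60 ± 0.11 (SD, n = 8) in MRL/lpr and 4.18 ± 0.12 (SD, n = 9) in MRL/+ mice, a difference of 0.42 on the log2 scale (two-sided exact permutation test, p = 4.11e-05, the smallest that 8 mice against 9 allow). Each of the 8 MRL/lpr mice lay above every MRL/+ mouse. Of these genes, 30 had a higher mean in MRL/lpr mice, and 14 of them had an edgeR adjusted p under 0.05. The 39 genes of the IFN-γ pathway averaged 4.92 ± 0.10 (SD, n = 8) in MRL/lpr and 4.56 ± 0.11 (SD, n = 9) in MRL/+ mice, a difference of 0.36 with the same smallest p from the exact permutation test, and 31 genes were higher, 12 of them with an edgeR adjusted p under 0.05. The median over the genes in place of the mean gave the largest change of the IFN-α/β difference, to 0.51. In the 12-week mice the IFN-α/β difference was 0.35, in the 14-week mice it was 0.47, and the 2 ages differed by −0.12 (exact permutation test, p = 0.302). For the IFN-γ pathway the differences at these ages were 0.26 and 0.43, and the exact permutation test of the ages gave p = 0.0938. Both pathways were also higher by limma's camera with a preset correlation of 0.01 (p = 1.80e-17 and 3.33e-14), with an estimated correlation (p = 0.00153 and 0.000893) and by fry (p = 3.52e-06 and 1.03e-06).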

Although the differences in gene expression between MRL/lpr mice and control MRL-MpJ (MRL/+) mice by RNAseq involved fewer genes than those in the human cohort (Figures 1A–D ,–2A–D; Supplementary file 4), QuSAGE pathway analysis showed that the IFN-α/β and IFN-γ pathways were among the most highly expressed in MRL/lpr mice compared to control MRL/+mice (Figure 2B and Supplementary file 5). 

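Of the interferon regulatory factors, Irf1 (ENSMUSG00000018899.16; chromosome 11, 53770014 to 53778374) had 31.5 ± 6.49 CPM (SD, n = 8) in MRL/lpr and 17.6 ± 1.22 CPM (SD, n = 9) in MRL/+ mice, a log2 fold change of 0.84 (standard error 0.10, edgeR adjusted p = 1.33e-05). Irf7 (ENSMUSG00000025498.15; chromosome 7, 141262706 to 141266481) rose from 5.44 ± 0.77 (SD, n = 9) to 13.1 ± 4.98 CPM (SD, n = 8), by 1.26 on the log2 scale (standard error 0.16, edgeR adjusted p = 5.30e-05). Irf9 (ENSMUSG00000002325.15; chromosome 14, 55603571 to 55610030) rose from 26.7 ± 4.06 (SD, n = 9) to 43.1 ± 5.21 CPM (SD, n = 8), by 0.69 (standard error 0.09, edgeR adjusted p = 5.95e-05). For these 3 genes every MRL/lpr mouse lay above every MRL/+ mouse. Irf2 (ENSMUSG00000031627.9; chromosome 8, 46739732 to 46847458) changed less, from 22.9 ± 2.57 (SD, n = 9) to 27.6 ± 2.11 CPM (SD, n = 8), with overlapping groups and a log2 fold change of 0.27 (standard error 0.07, edgeR adjusted p = 0.0450). The adjusted p of Irf2 was 0.0522 with library size only in place of TMM, 0.0904 without the filter on low counts, and 0.05 or more in 13 of the 17 fits that each left out 1 mouse, with a highest value of 0.111. Of 12 further genes labelled in Figure 2C, 11 had an edgeR adjusted p under 0.05, with log2 fold changes from 0.38 for Irf5 to 2.00 for Isg15, and in 10 of them the groups did not overlap. Isg15 (ENSMUSG00000035692.6; chromosome 4, 156199424 to 156200818) had 8.84 ± 2.16 CPM (SD, n = 8) in MRL/lpr and 2.19 ± 0.84 CPM (SD, n = 9) in MRL/+ mice. Gbp2 had a log2 fold change of 1.84, Gbp4 1.71, Ifit1 1.57, Gbp5 1.47, Xaf1 0.98, Tap1 0.95 and B2m 0.69. Ifit3 rose by 1.06 with overlapping groups and is uncertain, since 61.8% of its 31-base words are shared with Ifit3b. Oas2, the remaining gene, rose by 0.43 (edgeR adjusted p = 0.371). Of the 58 genes tested that had been named before the data were examined, 36 had an edgeR adjusted p under 0.05 over all genes and 41 when adjusted over the list alone, which is not independent evidence where the paper chose the genes on these mice.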

Consistent with the activation of IFN pathways, *IRF 1, 2, 7,* and *9* transcription factors and a number of their targets were expressed at higher levels in MRL/lpr mice (Figure 2C–D and Figure 2—figure supplement 1A).

**Figure 2.**
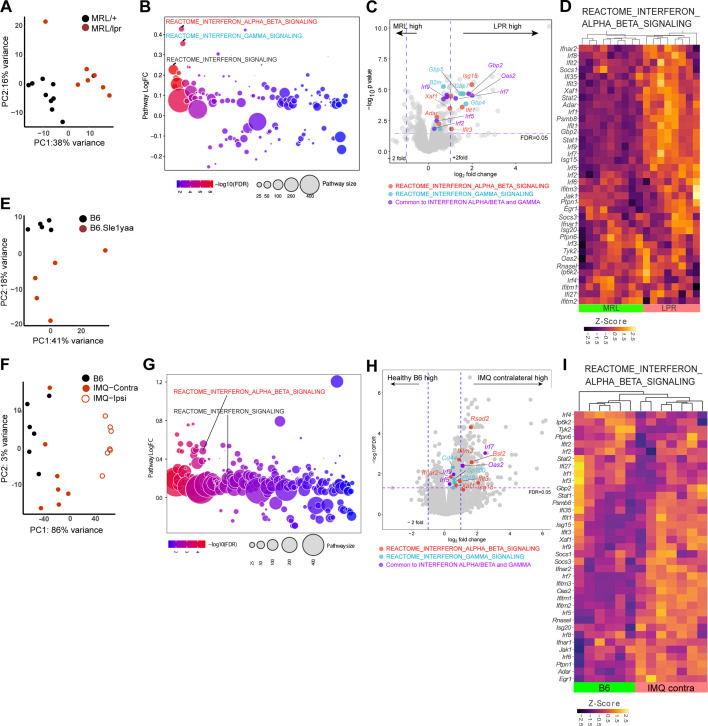
Three photosensitive SLE models show upregulated IFN-related gene expression in non-lesional skin by QuSAGE analysis. (**A–I**) RNAseq analysis of gene expression and pathway analyses from MRL/lpr (LPR) and control MRL/+ (MRL) (**A–D**), B6.Sle1yaa and control B6 mice (**E**), and IMQ and control B6 mice (**F–I**). For the IMQ model, mice were painted on one ear (ipsilateral) and the unpainted ear (contralateral) was taken as the non-lesional ear. (**A, E, F**) PCA using top 500 genes. (**B, G**) Differentially expressed pathways determined by QuSAGE pathway analysis against MSigDB. (**C, H**) Volcano plot of differentially expressed genes. Genes from IFN-α/β (red), IFN-γ (blue), and IRF transcription factor (green) pathways are marked. (**D, I**) Heatmap of z-score transformed gene expression in the IFN α/β signaling pathway. (**A, E, F**) Each symbol represents one mouse.

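On the log2 CPM of the 500 genes with the largest variance, the first principal component of the MRL mice held 37.6% of the variance, and the means of MRL/lpr and MRL/+ mice on it differed by more than the spread between mice, although the groups overlapped (two-sided exact permutation test, p = 0.000247). The overlap came from MRL/lpr mouse 4 of 14 weeks alone, at −7.43. The other MRL/lpr mice lay between 7.04 and 18.2, and the MRL/+ mice at −2.86 or lower. The second component held 15.7% (exact permutation test, p = 0.0321), and the difference between the genotypes on it had p = 0.0643 with 1000 genes and p = 0.756 with all genes past the filter. MRL/lpr mouse 4 of 14 weeks lay at 20.9 on the second component of the 500 genes, and the other MRL/lpr mice between −4.79 and 5.69. With all genes past the filter, the first component separated MRL/lpr from MRL/+ mice without overlap (exact permutation test, p = 4.11e-05, the smallest that 8 mice against 9 allow). In the B6.Sle1yaa and B6 mice the first component held 39.6% of the variance and did not separate the genotypes (exact permutation test, p = 0.0952). On it B6.Sle1yaa mouse 2 lay at 31.3, and the other mice of both groups between −13.5 and 3.61. The second component of these mice held 20.4%, and on it the groups did not overlap (exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow). The groups almost met there, with B6.Sle1yaa mouse 2 at −4.35 and B6 mouse 1 at −5.35. With all genes past the filter in place of 500, the share of the first component fell to 21.8% in the MRL mice and to 31.4% in the B6.Sle1yaa and B6 mice.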

**Figure 2—figure supplement 1.**
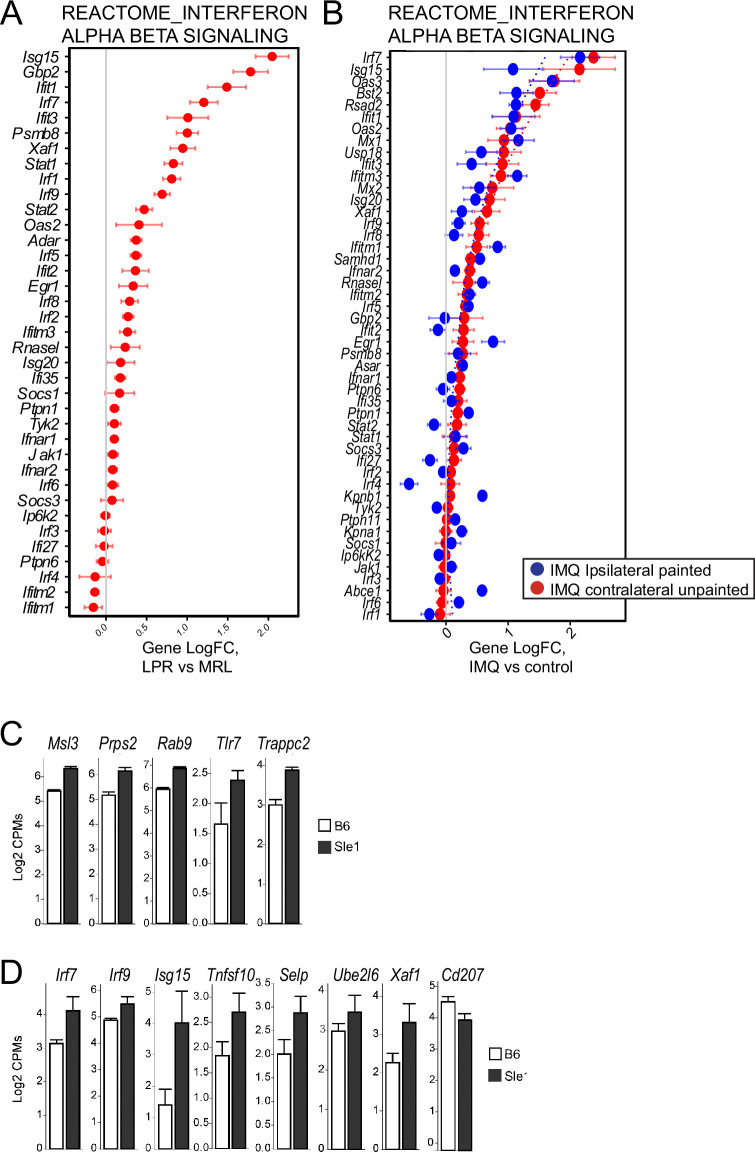
Further analysis of gene expression in skin of multiple murine lupus models. (**A–B**) Log-transformed expression fold change for genes in the IFN α/β pathway for skin of MRL/lpr (**A**) and IMQ (**B**) model mice. (**C**) Genes from yaa locus are expressed at a higher levels in B6.Sle1yaa mice. (**D**) IRF transcription factors and their targets are expressed at a higher levels and CD207 is expressed at lower level in B6.Sle1yaa mice compared to controls.

The B6.Sle1yaa lupus model is driven by the *Sle1* lupus susceptibility locus derived from lupus-prone NZB2410 mice in combination with the Y chromosome autoimmune accelerator locus whose effects are attributed to *Tlr7* duplication (Pisitkun et al., 2006; Subramanian et al., 2006). B6.Sle1yaa mice are photosensitive and have reduced LC *Adam17* mRNA expression (Shipman et al., 2018). As expected, compared to B6 controls, B6.Sle1yaa mice expressed elevated levels of several lupus related genes from the *Yaa* locus including *Tlr7* (Figure 2—figure supplement 1C). 

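Tlr7 (ENSMUSG00000044583.13; X chromosome, 167304929 to 167330558) had 5.22 ± 0.60 CPM (SD, n = 5) in B6.Sle1yaa and 3.20 ± 0.66 CPM (SD, n = 5) in B6 mice, and the groups did not overlap. Its log2 fold change was 0.70 (standard error 0.16, edgeR adjusted p = 0.127 over all genes and 0.00167 over the named genes alone). The adjusted p of Tlr7 was 0.00415 with DESeq2 and 0.0479 in edgeR without the filter on low counts, within a range of 0.00415 to 0.190 over these, library size in place of TMM and a replicate block, and it was 0.250 in 1 of the 2 lanes alone. The other genes of the locus in Figure 2—figure supplement 1C changed alike, with log2 fold changes of 0.97 for Prps2 (standard error 0.08, edgeR adjusted p = 0.000103), 0.92 for Msl3 (standard error 0.05, edgeR adjusted p = 2.01e-06), 0.90 for Rab9 (standard error 0.05, edgeR adjusted p = 2.43e-06) and 0.87 for Trappc2 (standard error 0.08, edgeR adjusted p = 0.000284). Of the 10 genes on the X chromosome with an edgeR adjusted p under 0.05, 9 lay between 166440574 and 169370003. Each of the 11 genes tested in this stretch of 2.93 Mb was higher in B6.Sle1yaa mice, by 0.64 to 1.34 on the log2 scale with a median of 0.90, while the 10 tested genes before it had a median of 0.00 and none had an adjusted p under 0.05. Mid1, the 1 tested gene behind it, had a log2 fold change of 0.26. The stretch was outlined from the called genes after their positions were seen.

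**Figure D1:**
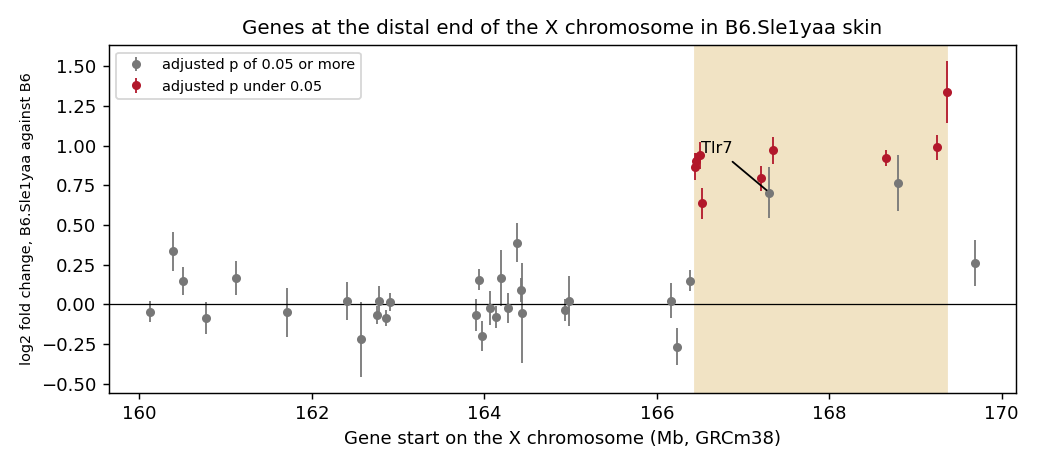
Log2 fold change of B6.Sle1yaa against B6 mice (y axis, points, with bars for the standard error) by the gene's start on the X chromosome in Mb (x axis), for the tested genes near the end of the chromosome. Red points have an edgeR adjusted p under 0.05, and the 11 genes in the shaded stretch lie between 0.64 and 1.34, Tlr7 among them at 0.70.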

Although differences between the B6 and B6.Sle1yaa transcriptomes were modest (Figure 2E; Supplementary file 6), several genes involved in the regulation of and response to IFN were expressed at higher levels, including *Irf7, Irf9, Isg15, Xaf1, Selp,* and *Ube2l6* (Figure 2—figure supplement 1D). 

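In the skin of B6.Sle1yaa and B6 mice, 45 genes had an edgeR adjusted p under 0.05, 29 of them higher and 16 lower in B6.Sle1yaa mice, and 1216 had an unadjusted p under 0.05. Of the 45 genes, 19 lay on chromosome 1, 10 on the X chromosome and 16 elsewhere. DESeq2 called 189, with the 45 among them, which was the largest change under an alternative that keeps both chromosomes, and with genes on chromosomes 1 and X left out before the adjustment 6 of the 16 elsewhere remained. Irf7 (ENSMUSG00000025498.15; chromosome 7, 141262706 to 141266481) had 17.7 ± 5.38 CPM (SD, n = 5) in B6.Sle1yaa and 8.77 ± 0.64 CPM (SD, n = 5) in B6 mice, a log2 fold change of 1.01 (standard error 0.18, edgeR adjusted p = 0.0338). Isg15 (ENSMUSG00000035692.7; chromosome 4, 156199424 to 156200818) had 18.9 ± 10.0 CPM (SD, n = 5) against 2.75 ± 0.99 CPM (SD, n = 5), a log2 fold change of 2.77 (standard error 0.44, edgeR adjusted p = 0.0276), and its adjusted p was 0.109 without the filter on low counts. With each mouse left out in turn, Irf7 lost its adjusted p under 0.05 in 7 of 10 fits and Isg15 in 8 of 10, each up to 0.125. The log2 fold changes were smallest without B6.Sle1yaa mouse 1, at 0.83 and 2.48, where both were still called. Irf9 had a log2 fold change of 0.63 (standard error 0.12, edgeR adjusted p = 0.0573), which was called by DESeq2 (adjusted p = 0.000204), without the filter (0.0192) and in 1 of the 2 lanes alone (0.0454). For Xaf1 the log2 fold change was 1.11 (standard error 0.23, edgeR adjusted p = 0.0840; DESeq2 adjusted p = 0.000308), and for Selp it was 0.87 (standard error 0.19, edgeR adjusted p = 0.0967; DESeq2 adjusted p = 0.00152). Selp (ENSMUSG00000026580.16) lies on chromosome 1 from 164115264 to 164150026, inside the 39.2 Mb stretch that held 18 of the 19 called genes of that chromosome. Ube2l6 had a log2 fold change of 0.51 (standard error 0.19, edgeR adjusted p = 0.444) and was not called over all genes by any alternative. In 5 of these 6 genes every B6.Sle1yaa mouse lay above every B6 mouse. Of the 30 genes tested that had been named before the data were examined, 7 had an edgeR adjusted p under 0.05 over all genes and 16 when adjusted over the list alone, these 6 among them, which is not independent evidence where the paper chose the genes on these mice.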

LC numbers as a proportion of total cells were not different at 10 months of age when this model is fully diseased (Shipman et al., 2018), but *Cd207* expression was downregulated in these younger (5 month old) diseased mice when compared to B6 controls (Figure 2—figure supplement 1D), potentially hinting at either reduced LC numbers at this time point or altered CD207 expression on LCs.

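Cd207 (ENSMUSG00000034783.7; chromosome 6, 83671215 to 83677857) had 17.9 ± 2.54 CPM (SD, n = 5) in B6.Sle1yaa and 26.7 ± 3.12 CPM (SD, n = 5) in B6 mice, and every B6.Sle1yaa mouse lay below every B6 mouse. The log2 fold change was −0.58 (standard error 0.11, edgeR adjusted p = 0.0460). The adjusted p was 0.0538 with library size only in place of TMM, and it ranged from 0.000189 to 0.0538 over that, DESeq2, no filter and a replicate block. It was 0.0691 in 1 of the 2 lanes alone and 0.115 with chromosomes 1 and X left out. It was 0.05 or more, up to 0.144, in 8 of the 10 fits that each left out 1 mouse, with log2 fold changes from −0.65 without B6.Sle1yaa mouse 5 to −0.52 without B6.Sle1yaa mouse 3.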

The IMQ model is induced by 4–5 weeks of topical IMQ, a TLR 7/8 agonist, resulting in autoantibody production, enlarged spleen and lymph nodes, nephritis, and photosensitivity characteristic of SLE (Ambler et al., 2022; Goel et al., 2020; Yokogawa et al., 2014). The model can be induced in B6 mice, allowing for the use of transgenic models to assess for effects on lupus features without crossing onto a different genetic background. We applied IMQ to only one ear of B6 mice and assessed gene expression by RNAseq in both the painted ipsilateral ear and the unpainted contralateral ‘non-lesional’ ear. Similar to non-lesional skin in the MRL/lpr mice, the contralateral ear in IMQ mice demonstrated an IFN-I signature, with upregulation of a number of ISGs and *IRF 7* and *9* (Figure 2F–I, Figure 2—figure supplement 1B, Supplementary file 7, Supplementary file 8). In contrast to MRL/lpr mice, IFN gamma pathways were not upregulated in IMQ mice. By QuSAGE analysis, then, the non-lesional skin of MLR/lpr, B6.Sle1yaa, and IMQ SLE models showed similarities to human non-lesional skin in demonstrating an IFN-rich environment.

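In the B6.Sle1yaa model the 37 genes of the IFN-α/β pathway averaged 4.53 ± 0.25 log2 CPM (SD, n = 5) against 4.27 ± 0.08 (SD, n = 5) in B6 mice, a difference of 0.26 (two-sided exact permutation test, p = 0.0317). Of the 5 B6.Sle1yaa mice, 3 lay above every B6 mouse, and 27 genes were higher, 2 of them with an edgeR adjusted p under 0.05. Without B6.Sle1yaa mouse 1, the highest of its group, the difference was 0.16, and the exact permutation test gave at most p = 0.0317 without any 1 B6.Sle1yaa mouse and up to p = 0.0794, without B6 mouse 2, when a B6 mouse was left out. The difference had p = 7.05e-07 by camera with a preset correlation, but 0.120 with an estimated correlation and 0.0545 by fry, and the exact permutation test of the median over the genes gave p = 0.0952. The IFN-γ pathway differed by 0.15 (exact permutation test, p = 0.167), with 22 of 39 genes higher, and camera with a preset correlation gave p = 0.0125, which did not hold with an estimated correlation (0.288) or under fry (0.236). Without B6.Sle1yaa mouse 1 the IFN-γ difference was 0.072. The paper credits QuSAGE for its conclusion that the non-lesional skin of MRL/lpr, B6.Sle1yaa and IMQ mice is rich in IFN, as in human lupus. IMQ mice were not analysed here. For B6.Sle1yaa mice the paper's text names single genes and, further on, GSVA scores. Its methods took pathways of this model at an unadjusted p under 0.05.

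**Figure D2:**
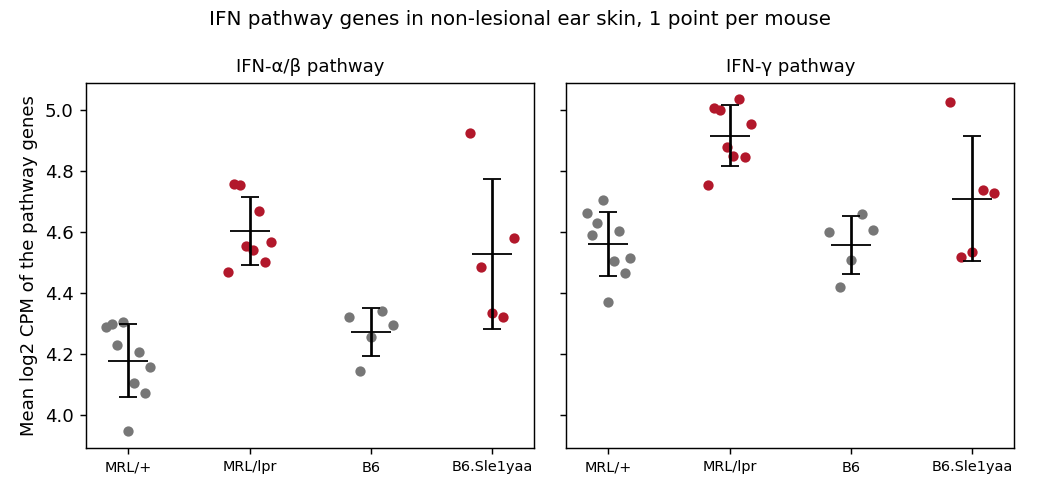
Mean log2 CPM of the genes of the IFN-α/β and IFN-γ pathways (y axis) in each mouse (points) of the 4 groups (x axis), with the group's mean and SD as lines. In the IFN-α/β pathway the MRL/lpr mice lie between 4.47 and 4.76, all above the MRL/+ mice, and the B6.Sle1yaa mice between 4.32 and 4.92, 3 of them above all B6 mice.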

By GSVA using lupus-relevant murine gene sets (Supplementary file 9), MRL/lpr mice showed increased enrichment of a number of inflammatory cell and cytokine gene sets including T cells, myeloid cells, neutrophils, pDCs, IFN, IL1, IL21, and TNF (Figure 3A). 

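GSVA scores were computed for each mouse from the gene sets of Supplementary file 9 and the genes past the filter, and the means of MRL/lpr and MRL/+ mice were compared by two-sided exact permutation tests, adjusted over the 17 sets by the Benjamini-Hochberg method. Of these sets, 11 had an adjusted p under 0.05 and 12 an unadjusted p under 0.05. The IFN set (21 genes) scored 0.42 ± 0.21 (SD, n = 8) in MRL/lpr and −0.41 ± 0.24 (SD, n = 9) in MRL/+ mice, a difference of 0.83 (exact permutation test, adjusted p = 0.000466). In the 12-week mice alone, the alternative that changed the IFN difference most in its p, the difference was 0.65 (exact permutation test, adjusted p = 0.0971) and in the 14-week mice it was 0.89, within a range of 0.000699 to 0.0971 over the alternatives other than leaving out 1 mouse. With each mouse left out, the adjusted p of the IFN set ranged from 0.000660 to 0.00149. The difference was 0.62 for the myeloid cell set (32 genes; exact permutation test, adjusted p = 0.00923; 7 of 8 MRL/lpr mice above the MRL/+ mean), 0.55 for the neutrophil set (10 genes; adjusted p = 0.0215; 7 of 8 mice) and 0.56 for the TNF set (25 genes; adjusted p = 0.0121; 8 of 8 mice). The IL1 set (3 genes) differed by 0.74 (exact permutation test, adjusted p = 0.0263; 7 of 8 mice), and with a Poisson kernel, a setting chosen for this set after seeing the data, its adjusted p was 0.0880. Of the IL21 set only 1 of 3 genes passed the filter, with a difference of 0.90 (exact permutation test, adjusted p = 0.0274; 6 of 8 mice). The T cell set (12 of 21 genes past the filter) differed by 0.15 (exact permutation test, adjusted p = 0.517; 4 of 8 mice) and the pDC set (3 of 5 genes) by 0.09 (adjusted p = 0.756; 4 of 8 mice), less than the spread between mice.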

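For the keratinocyte set, 52 of 55 genes passed the filter, and the GSVA score was 0.17 ± 0.34 (SD, n = 8) in MRL/lpr and −0.22 ± 0.27 (SD, n = 9) in MRL/+ mice. The difference was 0.39 (two-sided exact permutation test, p = 0.0241, adjusted p = 0.0373 over the 17 sets), and 6 of 8 MRL/lpr mice lay above the mean of MRL/+ mice. With the difference of the largest deviations as the score the exact permutation test gave an adjusted p of 0.0575, and with the mean z-score of the genes 0.0606, within a range of 0.0314 to 0.0606 over the alternatives.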

The keratinocyte signature was enriched in MRL/lpr mice, in contrast to the de-enrichment of this gene set in human DLE (Figure 1G, Figure 3A). 

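The Langerhans cell set of Supplementary file 9 lists Cd207 and 5 genes of the MHC, of which 1 is written HS-Dma and was left unmatched. Its GSVA score was −0.09 ± 0.67 (SD, n = 8) in MRL/lpr and 0.16 ± 0.67 (SD, n = 9) in MRL/+ mice, a difference of −0.25 (two-sided exact permutation test, p = 0.443, adjusted p = 0.502), which is smaller than the spread between mice. Cd207 itself had 42.6 ± 8.63 CPM (SD, n = 8) in MRL/lpr and 47.6 ± 8.19 CPM (SD, n = 9) in MRL/+ mice, a log2 fold change of −0.16 (standard error 0.12, edgeR adjusted p = 0.500). H2-Aa and H2-Ab1 changed by 0.064 and −0.052 on the log2 scale, H2-Eb1 by −0.027 and H2-M2 by 0.015, and the direction of H2-Eb1 and H2-M2 changed in fits that left out 1 mouse.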

The LC signature did not show any quantitative changes; assuming that this gene set could in part reflect LC numbers, this result was consistent with unchanged LC numbers in the skin of MRL/lpr mice (Shipman et al., 2018). Similar to human DLE, the IFN gene set upregulation in MRL/lpr non-lesional skin was broad, with significant enrichment of gene signatures induced by stimulation from multiple IFNs (Figure 3B). 

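The signatures of single IFNs in Supplementary file 9 differed between MRL/lpr and MRL/+ mice by 0.48 for IFNB1 (276 genes; two-sided exact permutation test, adjusted p = 0.000466; 8 of 8 MRL/lpr mice above the MRL/+ mean), 0.46 for IFNA2 (171 genes; adjusted p = 0.000466; 8 of 8 mice) and 0.44 for IFNW1 (217 genes; adjusted p = 0.00140; 8 of 8 mice). The IFNG signature (87 genes) differed by 0.42 (exact permutation test, adjusted p = 0.0121; 8 of 8 mice). The IFNK signature (61 genes) differed by 0.29 (exact permutation test, p = 0.0429, adjusted p = 0.0607; 6 of 8 mice), and its adjusted p ranged from 0.0138 with a Poisson kernel, chosen for this signature after seeing the data, to 0.0912 with its private genes. The signatures share many of the 389 genes they hold past the filter, and none of these genes is in all 5. With only the genes that no other signature lists, IFNB1 differed by 0.34 (69 genes; exact permutation test, adjusted p = 0.0170), IFNK by 0.28 (60 genes; adjusted p = 0.0912), IFNG by 0.24 (24 genes; adjusted p = 0.284), IFNW1 by 0.23 (13 genes; adjusted p = 0.284) and IFNA2 by 0.01 (8 genes; adjusted p = 0.969).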

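In B6.Sle1yaa mice, none of the 17 sets had an adjusted p under 0.05 and 1, the IFN set, had an unadjusted p under 0.05. Its 19 genes past the filter scored 0.26 ± 0.48 (SD, n = 5) in B6.Sle1yaa and −0.49 ± 0.11 (SD, n = 5) in B6 mice, a difference of 0.75, and every B6.Sle1yaa mouse lay above every B6 mouse. The two-sided exact permutation test gave p = 0.00794, the smallest that 5 mice against 5 allow, and 1 set at that p has an adjusted p of 0.135 over 17 sets, so the design cannot carry 1 set alone past the adjustment. The signatures of single IFNs differed by 0.19 for IFNA2, 0.11 for IFNK, 0.07 for IFNB1, 0.07 for IFNW1 and 0.03 for IFNG, with adjusted p from 0.598 to 0.810 by the exact permutation test. With only the genes that no other signature lists, IFNG, IFNW1 and IFNA2 changed direction, to −0.15, −0.37 and −0.0095.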

B6.Sle1yaa mice showed less dramatic differences than the MRL/lpr model, but also showed upregulation of the IFN gene set without a particular contribution from any one IFN (Figure 3C–D). The LC gene set was de-enriched in B6.Sle1yaa mice (Figure 3C), driven in part by the reduction in *Cd207* (Figure 2—figure supplement 1C), potentially reflecting decreased LC numbers or altered LC phenotypes. 

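The Langerhans cell set, read as in the MRL mice, scored −0.44 ± 0.58 (SD, n = 5) in B6.Sle1yaa and 0.39 ± 0.53 (SD, n = 5) in B6 mice, a difference of −0.83 (two-sided exact permutation test, p = 0.0635, adjusted p = 0.405 over the 17 sets), and 3 of 5 B6.Sle1yaa mice lay below every B6 mouse. The unadjusted exact permutation p was 0.0476 with all genes in place of those past the filter and 0.0397 with the mean z-score of the genes, and the adjusted p ranged from 0.270 to 0.531 over the alternatives that kept every mouse. With each mouse left out, the adjusted p ranged from 0.202 to 0.641. Without Cd207 the difference was −0.69 (exact permutation test, adjusted p = 0.438). The other members had log2 fold changes of −0.50 for H2-Ab1 (standard error 0.16, edgeR adjusted p = 0.355), −0.38 for H2-Aa, −0.34 for H2-Eb1 and −0.29 for H2-M2. H2-DMa changed by −0.42 (standard error 0.11, edgeR adjusted p = 0.206), with adjusted p of 0.0352 under DESeq2 and 0.0466 without the filter.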

The contralateral ‘non-lesional’ ears from IMQ-treated mice also exhibited significant upregulation of the IFN gene signature and were similar to MRL/lpr mice in showing enriched gene signatures of myeloid cells, IL21, and TNF (Figure 3E). T cell genes were uniquely de-enriched in IMQ skin (Figure 3E). The LC gene set was not altered (Figure 3E), although there was de-enrichment in IMQ-painted ipsilateral skin (Figure 3—figure supplement 1). Similar to human DLE and MRL/lpr mice, the IFN signature in non-lesional IMQ skin reflected enrichment of multiple IFN-I gene sets (Figure 3F). Interestingly, the overall IFN gene set was not enriched in the IMQ-painted ipsilateral skin (Figure 3—figure supplement 1), although there was enrichment in two of the specific IFN signatures (IFNB1 and IFNW1; Figure 3—figure supplement 1). This suggested a distinct biology such as tissue damage in the skin that received repeated direct exposure to IMQ. Together, the gene expression analysis revealed unique transcriptomic profiles across multiple murine SLE models and pointed to a shared IFN signature across non-lesional skin of all models and human DLE.

**Figure 3.**
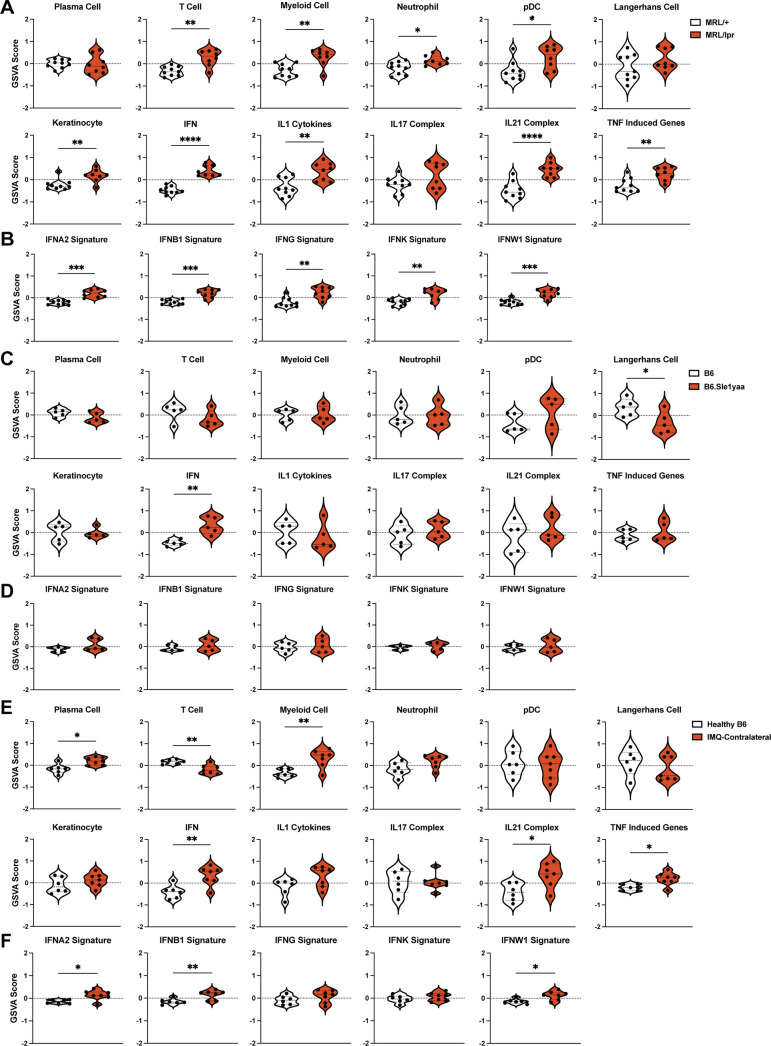
The SLE models share upregulated IFN signatures in non-lesional skin by gene set variation analysis (GSVA). (**A–F**) The RNAseq data from Figure 2 of MRL/lpr (**A–B**), B6.Sle1yaa (**C–D**), and IMQ (**E–F**) models were analyzed by GSVA. (**A, C, E**) GSVA of gene sets relevant to lupus, adapted for murine models (Kingsmore et al., 2021). (**B, D, F**) GSVA of gene signatures specific to distinct IFN subtypes. (**A–F**) Each symbol represents one mouse. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 by unpaired t-test.

**Figure 3—figure supplement 1.**
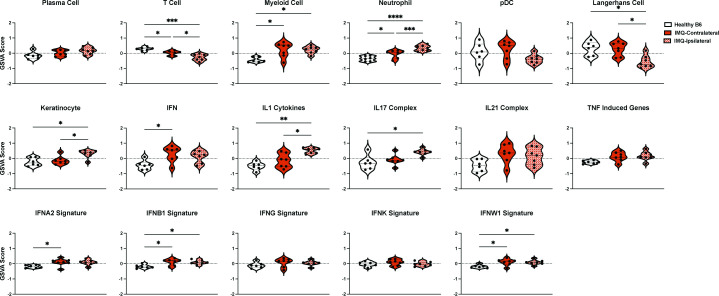
GSVA of ipsilateral IMQ-painted skin together with contralateral ear skin. GSVA of skin from ipsilateral IMQ painted ears and contralateral unpainted “non-lesional” ear of IMQ-treated mice.

We assessed for common upregulated genes in human DLE, MRL/lpr, and IMQ datasets. 

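In MRL/lpr mice, 107 genes had an edgeR adjusted p under 0.05 and a log2 fold change over 0.5. With each mouse left out in turn the number ranged from 88 to 152, the latter without MRL/lpr mouse 4 of 14 weeks, and DESeq2 gave 159. Data of human DLE and IMQ skin were not analysed here.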

While a direct compassion was complicated by the difference in data acquisition methods (microarray versus RNAseq), species and the magnitude of response between mouse models and human patients, utilizing a common size effect (logFC = 0.5) and FDR cutoffs (<0.05) yielded a small group of upregulated genes common to all three datasets (Figure 4A). All of these genes (*Sprr1b, Isg15, Ddx60, Bst2, Xaf1, Rsad2, Slc7a8, Ifit3*) were interferon-inducible genes. Similarly, in pairwise set overlaps (DLE – MRL/lpr, MRL/lpr – IMQ or IMQ – MRL/lpr) large proportion of overlapping genes were IFN-inducible targets including Ifi genes (*Ifi44, 203, 204*), IRF transcription factors (*Irf 1,2,7, 8,* and *9*), *Oas 2,3* and *L2, Mx1* (Supplementary file 10).

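Of these 8 genes, 7 had an edgeR adjusted p under 0.05 and a log2 fold change over 0.5 in MRL/lpr against MRL/+ mice. Rsad2 rose by 1.40 on the log2 scale (standard error 0.20, edgeR adjusted p = 0.000234) and Bst2 by 0.79 (standard error 0.15, edgeR adjusted p = 0.00654). Slc7a8 rose by 0.57 (standard error 0.11, edgeR adjusted p = 0.00619). Ddx60 rose by 0.83 (standard error 0.22, edgeR adjusted p = 0.0461), and its adjusted p was 0.0108 with DESeq2 and 0.339 in the 12-week mice alone, and 0.05 or more in 13 of the 17 fits that each left out 1 mouse. Sprr1b (ENSMUSG00000048455.9; chromosome 3, 92436809 to 92438789) had 12.1 ± 15.6 CPM (SD, n = 8) in MRL/lpr and 2.08 ± 1.28 CPM (SD, n = 9) in MRL/+ mice, a log2 fold change of 2.54 (standard error 0.67, edgeR adjusted p = 0.0615; DESeq2 adjusted p = 0.00375; 0.0290 with non-robust dispersions; 0.134 without the filter; 0.233 in the 14-week mice alone). The highest MRL/lpr mouse had 46.0 CPM of Sprr1b, and without MRL/lpr mouse 3 of 14 weeks the log2 fold change was 1.79. For Isg15, Xaf1 and Ifit3 the changes passed both thresholds.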

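Ifi44 rose in MRL/lpr mice by 2.36 on the log2 scale (standard error 0.31, edgeR adjusted p = 9.14e-05), Oasl2 by 1.97 (standard error 0.24, edgeR adjusted p = 2.88e-05), Ifi204 by 0.98 (standard error 0.18, edgeR adjusted p = 0.00259) and Ifi203 by 0.73 (standard error 0.14, edgeR adjusted p = 0.00417). Irf8 rose by 0.31 (standard error 0.10, edgeR adjusted p = 0.114) and Oas3 by 0.80 (standard error 0.24, edgeR adjusted p = 0.0858; DESeq2 adjusted p = 0.0453), and neither passed the threshold. Mx1 was below the filter, at 1.24 ± 0.37 CPM (SD, n = 8) in MRL/lpr and 0.59 ± 0.22 CPM (SD, n = 9) in MRL/+ mice, and without the filter it had a log2 fold change of 1.05 (edgeR adjusted p = 0.0105). Of the 29 genes in the 3 complete lists of Supplementary file 10 that include MRL/lpr mice, 28 had an edgeR adjusted p under 0.05 and a log2 fold change over 0.5 here.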

**Figure 4.**
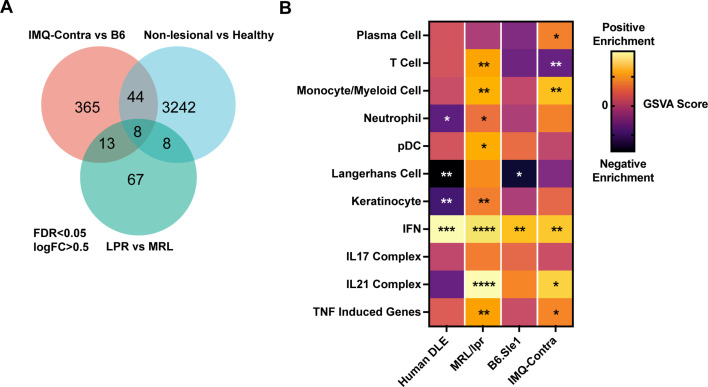
Comparison of human DLE and murine lupus models shows shared upregulation of IFN-associated genes. (**A**) Venn diagram of differentially expressed genes among DLE patients, LPR mice, and IMQ mice using FDR <0.05 and logFC >0.5. (**B**) Heatmap of GSVA scores for shared gene sets between non-lesional skin from DLE patients, LPR mice, B6.Sle1yaa mice, and IMQ mice. Asterisks indicate significant differences in GSVA scores compared to controls for each dataset.

Comparisons of the GSVA analyses of non-lesional skin among the datasets (Figure 4B) also emphasized the prominent enrichment of IFN genes in human DLE and MRL/lpr, B6.Sle1yaa, and B6 IMQ SLE models. 

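The IFN scores of single mice ranged from 0.135 to 0.742 in MRL/lpr and from −0.702 to 0.126 in MRL/+ mice, so the groups did not overlap but almost met. In B6.Sle1yaa mice they ranged from −0.23 to 0.77 and in B6 mice from −0.65 to −0.38. Scores are relative to the other mice of a model and were not compared between models.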

Notably, IFN upregulation correlated with loss of LCs in human DLE and B6.Sle1yaa mice but not in MRL/lpr and IMQ mice (Figure 4B). 

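The paper's statement refers to Figure 4B, which marks differences from the controls of each dataset. By that measure the IFN score differed by 0.75 and the Langerhans cell score by −0.83 in B6.Sle1yaa mice (exact permutation tests, adjusted p = 0.135 and 0.405). In MRL/lpr mice the differences were 0.83 and −0.25 (exact permutation tests, adjusted p = 0.000466 and 0.502). A correlation of the 2 scores from mouse to mouse within a genotype is another question. It was not computed within the groups of 5 B6.Sle1yaa and B6 mice. Across the 8 MRL/lpr mice Pearson's r was 0.77 (permutation test over all pairings, p = 0.0383, adjusted p = 0.0762 over 2 relations) and Spearman's rho 0.45 (permutation test, p = 0.267), and r was 0.48 without the 2 mice farthest from the median of the IFN score. Across the 9 MRL/+ mice r was 0.60 (permutation test, p = 0.0762, adjusted p = 0.0762), rho 0.60 (permutation test, p = 0.0968), and r 0.37 without the 2 farthest mice.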

The lack of correlation in IMQ mice also extended to the painted ipsilateral ear, where there was a reduced LC signature in the absence of IFN upregulation (Figure 3—figure supplement 1). Overall, these data are consistent with the idea that, similar to human lupus skin, non-lesional skin in multiple SLE models is characterized by an IFN-rich environment that potentially primes the skin for photosensitive responses. These data also suggest that LCs sit within an IFN-rich environment in both human lupus and multiple murine models that may cause their dysfunction.

### IFN-I inhibits LC ADAM17 sheddase function

We examined the effects of IFN-I on UVR-induced LC ADAM17-mediated shedding and also sought to assess the extent to which altered sheddase activity reflected altered LC ADAM17 protein expression. We had previously established a facs-based LC ADAM17-mediated shedding assay by quantifying UVR-induced cell surface TNFR receptor 1 (TNFR1) loss at 45 min after UVR exposure, extensively validating that this loss reflected shedding activity, paralleled shedding of EGFR ligands into the supernatant, and was dependent on LC ADAM17 (Shipman et al., 2018). As we had studied LC ADAM17 sheddase activity using isolated LCs, we confirmed here that UVR treatment of a mixture of digested epidermal cells also induced LC cell surface TNFR1 loss (Figure 5A). This effect was LC ADAM17-dependent (Figure 5A), validating UVR-induced LC cell surface TNFR1 loss as a readout of LC ADAM17 activity in the context of a mixture of epidermal cells.

**Figure 5.**
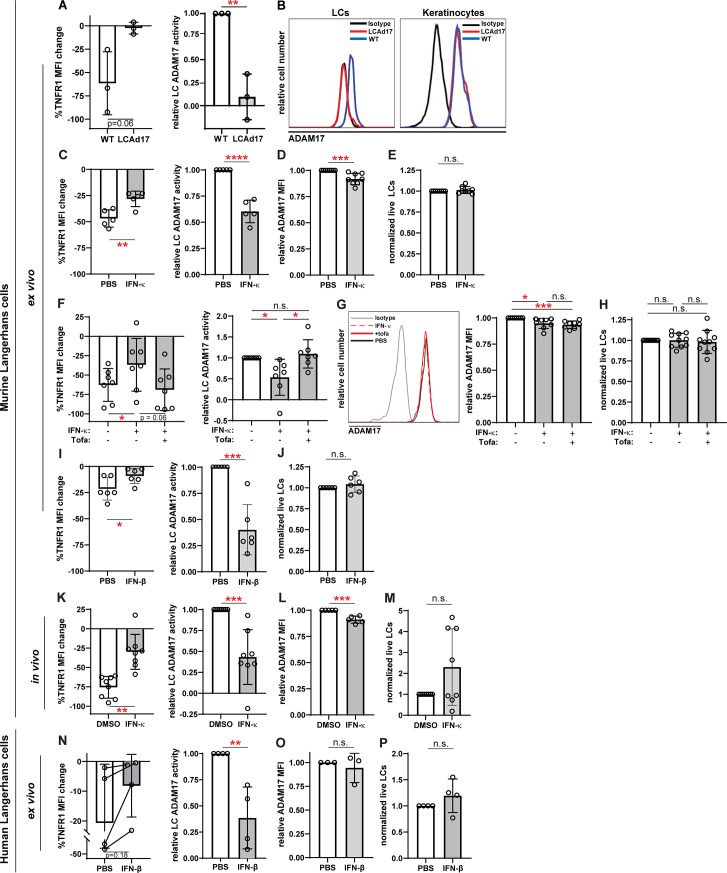
IFN-I inhibits LC ADAM17 sheddase activity. (**A**) Epidermal cell suspensions from WT and LCAd17 mice lacking ADAM17 in LCs were assayed for LC ADAM17 sheddase activity as indicated by the extent of UVR-induced cell surface TNFR1 loss. Percent change in cell surface TNFR1 mean fluorescence intensity (MFI) after UVR (left); relative LC ADAM17 activity calculated by normalizing TNFR1 loss to that of vehicle controls (right). (**B**) Representative histograms from cell surface ADAM17 staining of WT and LCAd17 epidermal cell suspensions. assayed. (**C–P**) Murine and human epidermal cell suspensions were treated ex vivo or mice were treated in vivo with IFN-I prior to assaying for UVR-induced LC ADAM17 sheddase activity (**C, F, I, K, N**), LC ADAM17 levels (**D, G, L, O**), and LC numbers (**E, H, J, M, P**). (**C–J**) Cells from WT mice were treated with IFN-κ or vehicle (**C–E**), with or without tofacitinib (**F–H**), or with IFN-βor vehicle (**I–J**). (**K–M**) IFN-κ or vehicle was applied topically to ears of WT mice 16–20 hr prior to examination. (**N–P**) Suction blister epidermal cell suspensions from healthy human donors were treated with IFN-β or vehicle. In (**N**), lines connect samples from the same donor. (**A,C–P**) Each symbol represents cells from a single mouse or donor, bars represent average values, and error bars are SD. n=3–10 per condition over 3–5 independent experiments. *p<0.05, **p<0.01, ***p<0.001, n.s.=not significant by paired (**A, C, F, I, K, N** (left)) or unpaired (**A, C, F, I, K, N** (right)), (**D–E, G–H, J, L–M, O–P**) t-test. Figure 5—source data 1.This file is the source file that contains all the data that led to the graphs in Figure 5.

**Figure 5—figure supplement 1.**
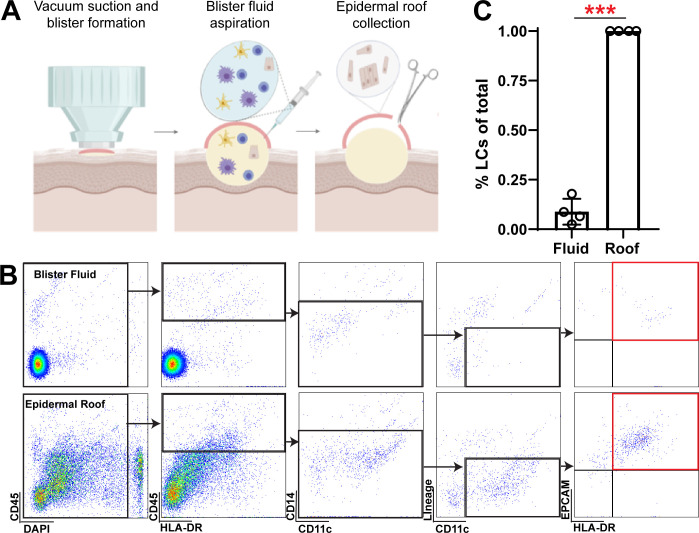
Langerhans cell yield and gating with suction blistering of human skin. (**A**) Schematic of suction blistering and sample collection. (**B**) Gating of Langerhans cells in blister. fluid and in epidermal roof cell suspension. (**C**) Langerhans cell abundance in blister fluid and. epidermal roof samples. Each symbol represents 1 healthy donor. ****p<0.0001 unpaired t-test.

Anti-murine ADAM17 antibodies to quantify cell surface ADAM17 have not been available until one recently described by our group (Lora et al., 2021). This antibody was able to detect cell surface ADAM17 on LCs and other cells digested from skin, and this signal was specific, as it was lost from LCs in cells from mice lacking LC ADAM17 (Figure 5B; Shipman et al., 2018). Using the validated LC ADAM17 sheddase assay and new anti-murine ADAM17, we proceeded to examine the role of IFN-I in regulating LC ADAM17 activity and expression.

IFN-κ, an IFN-I that is highly expressed by lupus keratinocytes (Tsoi et al., 2019), reduced LC ADAM17 sheddase activity by nearly 40% when used to treat LCs ex vivo (Figure 5C). In contrast, IFN-κ reduced LC ADAM17 protein levels only modestly by 8% and had no effect on cell viability (Figure 5D–E). The IFN-κ-driven inhibition of ADAM17 activity was abrogated by the JAK1/3 inhibitor tofacitinib (Figure 5F) without altering ADAM17 protein levels (Figure 5G) or cell viability (Figure 5H), supporting the idea that IFN-κ mainly affected LC ADAM17 by inhibiting sheddase activity. Another IFN-I, IFN-β, similarly reduced LC ADAM17 activity without effects on cell viability ex vivo (Figure 5I–J). In vivo, application of IFN-κ to the skin of wildtype B6 mice reduced LC ADAM17-mediated shedding by 57% (Figure 5K) while cell surface ADAM17 was reduced by 9% (Figure 5L). There was no effect on LC numbers (Figure 5M). The ex vivo and in vivo murine data together suggested that IFN-I downregulates UVR-induced LC ADAM17-mediated shedding mainly by inhibiting ADAM17 sheddase function rather than by reducing ADAM17 protein expression.

We also asked how IFN-I affects human LCs. While LCs can be obtained from skin biopsies or discarded tissues associated with surgical procedures, these tissues often require lengthy enzymatic digestion to dissociate the cells (Shipman et al., 2018), which has the potential to disrupt cell function. We found that epidermal roofs yielded from suction blistering could be digested for a short amount of time to obtain an epidermal cell mixture containing LCs (Figure 5—figure supplement 1; Strassner et al., 2017). Addition of IFN-β reduced LC ADAM17 activity by 62% without altering ADAM17 expression or LC viability (Figure 5N–P). Together, these results suggested that IFN-I can inhibit LC ADAM17 sheddase function in both murine and human LCs and supported the idea that high levels of IFN-I could potentially contribute to LC ADAM17 dysfunction in disease.

### IFNAR is important for LC ADAM17 dysfunction in multiple lupus models

We asked whether IFN-I was an important regulator of LC ADAM17 function in lupus models. Consistent with previous findings (Shipman et al., 2018), MRL/lpr mice showed a 42% reduction in LC ADAM17 sheddase activity when compared to control MRL/+mice (Figure 6A). LC ADAM17 protein levels, however, were less affected, showing a 21% reduction (Figure 6B). Intraperitoneal (i.p.) anti-IFNAR treatment of MRL/lpr mice at 500 μg/dose restored UVR-induced LC TNFR1 loss (Figure 6A), suggesting restoration of LC ADAM17 sheddase activity. Anti-IFNAR did not alter cell surface ADAM17 protein expression (Figure 6B), suggesting that IFN-I regulated LC ADAM17 sheddase function rather than expression. A lower 125 μg/dose of anti-IFNAR had similar effects in restoring LC ADAM17 sheddase activity without affecting LC ADAM17 protein levels (Figure 6C–D). These results together suggested that IFN-I is important for inhibiting LC ADAM17 sheddase function in the MRL/lpr model.

**Figure 6.**
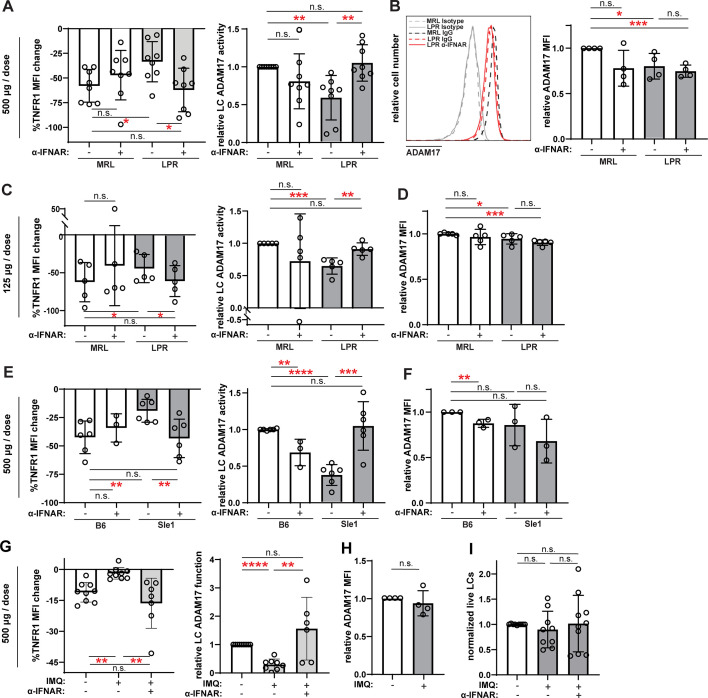
Anti-IFNAR restores LC ADAM17 activity in multiple lupus models. (**A–I**) MRL/lpr (**A–D**), B6.Sle1yaa (**E–F**), and IMQ (**G–I**) lupus model mice and their controls were treated twice with anti-IFNAR or isotype control at indicated doses over 6 days prior to collection of non-lesional epidermal cells. (**A, C, E, G**) UVR-induced LC ADAM17 sheddase activity as in Figure 5. (**B, D, F, H**) Relative cell surface ADAM17 levels. (**I**) Relative LC numbers. (**A–I**) Each symbol represents a mouse, bars represent average values, and error bars are SD. n=3–9 per condition over 3–8 independent experiments. *p<0.05, **p<0.01, ***p<0.001, n.s.=not significant by paired (A, C, E, G (left)) or unpaired (A, C, E, G (right)), (**B, D, F, H–I**) t-test. Figure 6—source data 1.This file is the source file that contains all the data that led to the graphs in Figure 6.

LCs from the B6.Sle1yaa model showed a 63% reduction in UVR-induced TNFR1 loss when compared to control B6 mice without a corresponding change in cell surface ADAM17 protein levels (Figure 6E–F), suggesting reduced LC ADAM17 sheddase function in this SLE model. Similar to MRL/lpr mice, anti-IFNAR restored LC ADAM17 activity in B6.Sle1yaa mice without increasing ADAM17 protein expression (Figure 6E–F). These results suggest that IFN-I is an important inhibitor of LC ADAM17 sheddase function in the B6.Sle1yaa model.

Similar to the B6.Sle1yaa model, IMQ model mice showed reduced UVR-induced TNFR1 loss without alterations in cell surface ADAM17 protein levels when compared to controls (Figure 6G–H), suggesting reduced LC ADAM17 sheddase function. Similar to the MRL/lpr and B6.Sle1yaa models (Shipman et al., 2018) and consistent with the unchanged LC gene set by GSVA (Figure 3E), LC numbers were unchanged from controls in the IMQ model (Figure 6I). Anti-IFNAR restored LC ADAM17 sheddase activity in IMQ mice and did not alter LC numbers (Figure 6G,I). Together, these data suggesting that anti-IFNAR restored LC ADAM17 sheddase function in non-lesional skin across three distinct SLE models pointed toward a scenario whereby the IFN-I-rich environment in non-lesional lupus skin inhibits LC ADAM17 sheddase function.

We summarized the alterations in LC numbers, ADAM17 protein levels, and ADAM17 sheddase activity and effects of IFN-I modulation shown in Figures 5–6 and Shipman et al., 2018 to assess for consistent changes. While LC ADAM17 protein levels were not consistently affected and LC numbers were unchanged in the three lupus models examined, LC ADAM17 sheddase activity was consistently reduced (Table 1). Furthermore, manipulation of IFNAR signaling in these models, similar to treating human and murine LCs with IFN-I, consistently regulated only LC ADAM17 sheddase activity (Table 1). The uncoupling of IFN-I-mediated regulation of LC ADAM17 sheddase activity from LC numbers and LC ADAM17 expression suggests that IFN-I regulates LC ADAM17 sheddase function and points to an IFN-LC ADAM17 sheddase function axis as a potential mediator of IFN-I effects in skin.

**Table 1.** IFN inhibition of LC ADAM17 sheddase activity is uncoupled from LC numbers and LC ADAM17 surface expression. Results from Figures 5–6 and shows that IFN-mediated alterations in LC ADAM17 sheddase activity do not correlate consistently with changes in LC numbers or surface LC ADAM17 expression.

	LC numbers	LC ADAM17 sheddase activity	LC ADAM17 cell surface levels
**In vitro IFN**			
Human skin +IFN	Unchanged	Down	Unchanged
Murine skin +IFN	Unchanged	Down	Modestly down
**In vivo IFN (murine**)	Unchanged	Down	Modestly down
**MRL/lpr model**	Unchanged	Down	Modestly down
Anti-IFNAR		Restored	Unchanged
**B6.Sle.1yaa model**	Unchanged	Down	Unchanged
Anti-IFNAR		Restored	Unchanged
**IMQ model**	Unchanged	Down	Unchanged
Anti-IFNAR	Unchanged	Restored	Unchanged

### Anti-IFNAR reduces photosensitivity in a manner dependent on EGFR signaling and LC ADAM17

We next asked whether the anti-IFNAR-mediated restoration of LC ADAM17 sheddase activity impacted photosensitive skin responses. Anti-IFNAR treatment at 500 μg/dose reduced ear swelling in MRL/lpr mice (Figure 7A–B) but did not reduce epidermal permeability, a readout of skin barrier function (Figure 7C). Surprisingly, in control MRL/+mice, anti-IFNAR actually increased UVR-induced ear swelling and epidermal permeability (Figure 7B–C), suggesting that anti-IFNAR at this dose-induced photosensitivity in non-lupus mice. These results echoed findings by other groups that IFNAR deficiency in non-lupus B6 mice induced photosensitivity (Sontheimer et al., 2017) and reduced skin wound healing (Gregorio et al., 2010; Wolf et al., 2022), and we considered the possibility that the 500 μg anti-IFNAR dose perhaps mimicked complete IFNAR deficiency and disrupted normal skin functions, thus obscuring the effects of LC ADAM17 activity restoration. Reducing anti-IFNAR to 125 μg/dose still increased UVR-induced MRL/+ear swelling but no longer increased epidermal permeability (Figure 7D–E), suggesting a decreased pathologic effect on physiologic skin functions. This lower dose, which was sufficient to restore LC ADAM17 activity in MRL/lpr mice (Figure 6C), was sufficient to reduce both UVR-induced skin swelling and epidermal permeability (Figure 7D–E) and limit neutrophil and monocyte infiltration after UVR exposure (Figure 7F). Thus, anti-IFNAR at 125 μg/dose that restored LC ADAM17 sheddase function also reduced UVR-induced skin swelling, epidermal permeability, and inflammatory infiltrates in MRL/lpr mice.

**Figure 7.**
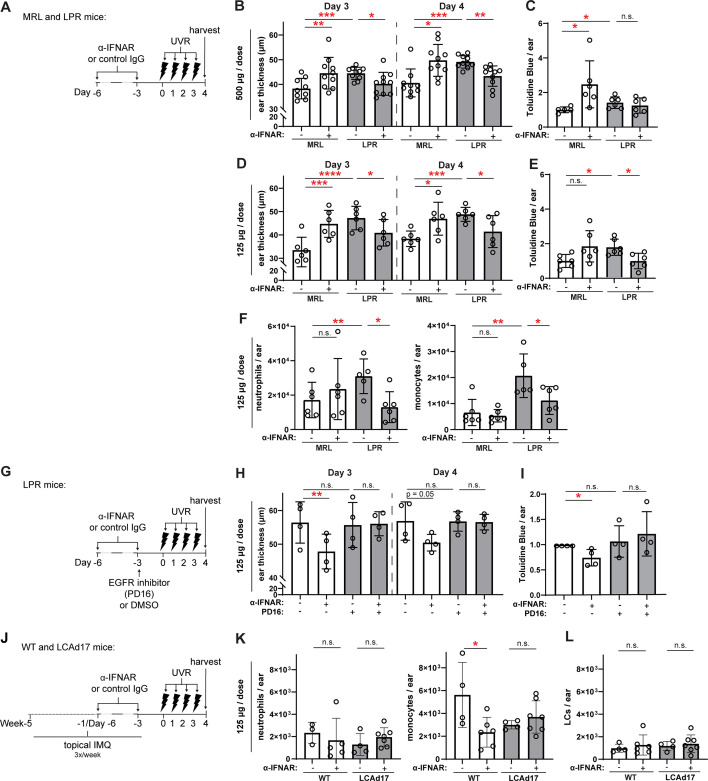
Anti-IFNAR reduces photosensitivity in EGFR- and LC ADAM17- dependent manners. (**A–L**) MRL/lpr (**A–I**) and LCAd17 (**J–L**) mice and controls were treated according to schematics in (**A, G, J**) and non-lesional ears were harvested. (**B, D, H**) Ear thickness. (**C, E, I**) Epidermal permeability as indicated by toluidine blue retention. (**F, K**) Neutrophils and monocytes, and (**L**) LCs per ear. (**B–F, H–I, K–L**) n=4–10 per condition over four to six independent experiments. *p<0.05, **p<0.01, ***p<0.001, n.s.=not significant by paired (**B, D, H**) and unpaired (**C, E, F, I, K–L**) t-test. Figure 7—source data 1.This file is the source file that contains all the data that led to the graphs in Figure 7.

We sought to understand the extent to which the anti-IFNAR-driven reduction in photosensitivity reflected the rescue of LC ADAM17 activity. As LC ADAM17 limits photosensitivity by stimulating EGFR (Shipman et al., 2018), we blocked EGFR signaling upon anti-IFNAR treatment of MRL/lpr mice (Figure 7G). The small molecule EGFR tyrosine kinase inhibitor PD168393 (PD16) abrogated the anti-IFNAR-mediated reduction in ear swelling and epidermal permeability (Figure 7H–I), suggesting that anti-IFNAR requires EGFR signaling to ameliorate photosensitivity in MRL/lpr mice. These data are consistent with the idea that anti-IFNAR reduces photosensitivity by restoring LC ADAM17 sheddase function.

IMQ mice were characterized by monocyte accumulation while neutrophils were lower in number (Figure 7J–K). Anti-IFNAR reduced the monocyte cell infiltrate in UVR-treated skin and had no effect on neutrophil numbers (Figure 7K). LC numbers were unaffected (Figure 7L). In IMQ-treated LCAd17 mice lacking ADAM17 in LCs (Shipman et al., 2018), however, anti-IFNAR failed to reduce monocyte accumulation (Figure 7K), suggesting that the ameliorative effects of anti-IFNAR on UVR-induced inflammation are, in part, dependent on LC ADAM17. That anti-IFNAR reduction of photosensitive responses across two lupus models depended on EGFR signaling and LC ADAM17 provided strong support for the idea that IFN-I contributes to photosensitivity at least in part by promoting LC ADAM17 sheddase dysfunction.

### IFN-I inhibits UVR-induced LC ROS expression

UVR has been shown to trigger ADAM17 sheddase activity in fibroblasts via ROS generation (Singh et al., 2009), and we asked if IFN-I modulation of ROS was associated with changes in LC ADAM17 activity. We observed the expected UVR-induced ROS generation in LCs from WT skin (Figure 8A; de Jager et al., 2017). Skin from IMQ-treated mice showed a reduction in UVR-induced LC ROS generation when compared to control skin, and anti-IFNAR treatment of IMQ mice restored UVR-driven ROS generation (Figure 8A). Assessment of cytoplasmic versus mitochondrial LC ROS showed that UVR exposure upregulated mainly cytoplasmic ROS (Figure 8B–C). These results suggested that IFN-I could potentially limit UVR-induced LC cytoplasmic ROS to inhibit LC ADAM17 sheddase function.

**Figure 8.**
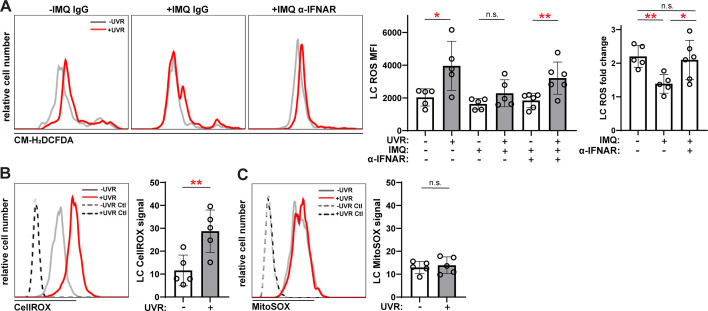
Anti-IFNAR restores UVR-induced LC ROS expression in a lupus model and UVR stimulates cytoplasmic ROS. (**A**) Epidermal cell suspensions from control or IMQ mice treated with IgG or anti-IFNAR were exposed to UVR. Cells were loaded with the general ROS indicator CM-H_2_DCFDA prior to staining for LC markers for flow cytometry analysis. Representative histograms (left), CM-H_2_DCFDA signal MFI (middle), and fold change with UVR exposure (right). (**B–C**) Healthy B6 epidermal cells were loaded with the cytoplasmic ROS indicator CellROX (**B**) or mitochondrial ROS indicator MitoSOX (**C**) prior to UVR exposure and staining of LC markers. Signal was calculated by dividing the ROS indicator MFI by the MFI of its respective negative control. Each symbol represents one mouse, bars represent average values, and error bars are SD. n=5–6 per condition over four to five experiments. *p<0.05, **p<0.01, n.s.=not significant by paired A (left), (**B, C**) and unpaired (A (right)) t-test. Figure 8—source data 1.This file is the source file that contains all the data that led to the graphs in Figure 8.

## Discussion

In this study, we demonstrate that non-lesional skin in three different murine SLE models is similar to human lupus skin in expressing an IFN signature and show that IFN-I contributes to the inhibition of LC ADAM17 sheddase dysfunction, which leads to photosensitivity. These results suggest that the IFN-rich environment in even non-lesional lupus skin promotes photosensitivity by at least in part by causing LC ADAM17 dysfunction and raises the possibility that the beneficial effects of anifrolumab on skin disease in SLE patients reflects the restoration of LC ADAM17 sheddase function. Our results also suggest that photosensitivity in the MRL/lpr, B6.Sle1yaa, and IMQ lupus models shares pathogenic mechanisms with human lupus, underscoring the utility of these models for the study of lupus skin pathophysiology.

Our transcriptomic data both expand on the characterization of non-lesional DLE skin and provides new characterization of non-lesional skin in MRL/lpr, B6.Sle1yaa, and IMQ lupus models. Comprehensive transcriptomic analyses of non-lesional lupus model skin has not been available previously and our data serve as a resource for understanding shared or distinct pathways between human lupus and murine models or among the distinct lupus models. Lupus patients are heterogeneous, which in part contributes to the difficulties in clinical trials (Allen et al., 2021). Understanding how specific lupus models can be used for studying different aspects of human lupus will help to advance disease insights and precision medicine approaches, especially as we consider how different tissues communicate with and regulate one another in disease.

Our data here, and especially the experiments showing the importance of EGFR signaling and LC ADAM17 in the ameliorative effects of anti-IFNAR on photosensitive responses, suggest that LC ADAM17 sheddase inhibition is a mechanism by which the IFN-rich environment primes non-lesional skin for photosensitive responses. This mechanism does not preclude parallel mechanisms such as potentiation of IL-6 expression and apoptosis of keratinocytes and activation of multiple other cell tyoes shown in the human system (Sarkar et al., 2018; Stannard et al., 2017; Billi et al., 2022). Given that LCs are positioned among the suprabasal layer of the epidermis near basal and spinous keratinocytes that demonstrate high IFN expression and signaling (Billi et al., 2022; Psarras et al., 2020; Sarkar et al., 2018), keratinocytes are likely to be an important source of IFN-I that causes LC ADAM17 sheddase dysfunction. This possibility coupled with our data here point to a potential pathogenic feed-forward loop between LCs and keratinocytes in lupus skin whereby keratinocyte-derived IFN-I causes LC ADAM17 sheddase dysfunction and this dysfunction contributes to greater UVR-induced keratinocyte damage, skin inflammation, and, over time, lesion formation.

Our findings suggest the possibility that IFNs have distinct functions in non-lesional and lesional skin. Physiologically, skin upregulates IFN-I with injury and infection, and the IFN is important in part for tissue repair and wound healing (Gregorio et al., 2010; Wolf et al., 2022; Zhang et al., 2016). This may explain why anti-IFNAR treatment of control MRL/+mice with physiologic IFN-I levels increased UVR-induced skin inflammation and suggests that the IFN-I in non-lesional skin in mic and humans reflects a repair response to a mild insult such as immune complex deposition that forms the ‘lupus band’ found in non-lesional human lupus skin. The upregulated IFN in non-lesional skin, by causing LC ADAM17 dysfunction or heightened keratinocyte responses, serves to ‘prime’ the skin for further injury and a second insult such as UVR manifests as a photosensitive response (Billi et al., 2022). Because the repair response is compromised, IFN signaling continues to be upregulated, further inhibiting repair responses and promoting inflammation, tissue damage processes, and lesion formation. In this model, then, IFN in non-lesional skin primes for further injury, and the (higher) IFN in lesional skin reflecting frustrated tissue repair, continues to prime but also contributes to tissue damage. IFNAR blockade, then, should both prevent new lesion formation and treat existing lesions as long as physiologic IFN levels for wound healing are preserved. Understanding the regulation and sources of the excess IFN-I in non-lesional and lesion skin will help to further develop therapies that ameliorate disease.

Our results extend the understanding of ADAM17 dysregulation as a contributor to disease. Increased ADAM17 activity can promote inflammation, such as by release of TNF or EGFR ligands within inflamed joints or lupus kidneys (Issuree et al., 2013; Qing et al., 2018); yet loss of ADAM17 can compromise barrier surfaces (Blaydon et al., 2011; Franzke et al., 2012). Here, we identify IFN-I as a negative regulator of LC ADAM17 sheddase function, and our data suggest a scenario whereby IFN-I reduces LC ROS generation to inhibit ADAM17 function. Further investigation will better delineate the importance of LC ROS generation as well as contributions of other molecules such as the inactive Rhomboids (iRhoms) that regulate ADAM17 activity (Geesala et al., 2019).

This report importantly distinguishes among IFN-I regulation of LC ADAM17 sheddase function, LC ADAM17 surface molecule expression, and LC numbers. Our data here showing that the regulation of LC ADAM17 sheddase activity by IFN-I is uncoupled from LC ADAM17 protein expression and LC numbers (summarized in Table 1) supports the idea that LC ADAM17 sheddase function dysregulation is a key contributor to the propensity for photosensitivity and is thus a therapeutic target. The uncoupling of ADAM17 sheddase activity from protein expression is consistent with the known biology of ADAM17 on other cell types, where sheddase function is triggered by many stimuli on other cell types including UVR and G-protein-coupled receptors (GPCRs) and controlled by mediators such as ROS and iRhoms, as we and others have shown (Li et al., 2015; Zunke and Rose-John, 2017). We speculate that the ability to modulate ADAM17 enzymatic function offers the ability to regulate UVR responses in a more timely manner and with a much greater and tunable dynamic range than control of *Adam17* transcription and translation or LC numbers. Targeting the effects of IFN-I on LC ADAM17 sheddase function, then, offers the opportunity to have a large impact in protecting the skin and systemic complications.

A future direction will be to further understand LC functional phenotypes in human lupus and murine models. Our data along with recent reports indicates that LC loss is a feature of human lupus skin (Billi et al., 2022), with the effect being variable in non-lesional skin (Martínez et al., 2022; Shipman et al., 2018; Sontheimer and Bergstresser, 1982; this report) and a greater more consistent effect in lesional skin (Bos et al., 1986; Martínez et al., 2022; Sontheimer and Bergstresser, 1982). On the other hand, LC numbers appeared less affected in lupus mouse models, with reduction of the LC signature in the 5-month-old B6.Sle1yaa non-lesional skin and in the IMQ painted ear of IMQ mice, but otherwise with normal LC numbers in non-lesional skin of MRL/lpr, 10-month-old B6.Sle1yaa (Shipman et al., 2018) and IMQ mice (this report). Notably, the LC numbers and LC signature in non-lesional IMQ skin, despite being statistically unchanged from that of controls, is variable, suggesting LC loss in some mice and bearing similarities to the variability in human non-lesional skin. These data suggest similar trends between human and mouse models in LC loss, with mouse models perhaps being less severely affected. The extent to which LC ADAM17 sheddase dysfunction represents a milder or just a different dysfunction than loss of LCs, the regulation of LC numbers via regulation of survival, migration, replenishment, the consequences to skin and immune function, and similarities and differences between LCs in human disease and murine systems awaits further study.

High IFN-I states are also seen in viral infections, genetic interferonopathies, and other autoimmune diseases including rheumatoid arthritis and dermatomyositis (Muskardin and Niewold, 2018) in which photosensitivity is found in the former and is a disease hallmark in the latter (Werth et al., 2004; Wysenbeek et al., 1989). Autoimmune disease-like manifestations that include photosensitivity are among the immune-related adverse events in cancer patients treated with checkpoint inhibitors (Brahmer et al., 2018), a situation where distinct IFN-I-mediated processes may have specific roles in promoting anti-tumor immunity and treatment resistance (Benci et al., 2019). Our findings and the work that will follow will benefit patients with lupus and a wide spectrum of diseases.

## Materials and methods

### Study design

The purpose of the study was to understand how LC function is regulated by the environment in non-lesional skin to contribute to photosensitivity. The subjects are both humans and mice. We used gene expression analyses to understand the gene expression profiles in human lupus and murine lupus models. We used ex vivo flow cytometry-based assays, assessment of epidermal permeability, and skin swelling assays to understand the effects of IFN on LC function and implications for photosensitivity. Sample sizes and replicate numbers are provided in each figure legend. Sample sizes were determined based on previous similar types of experiments. Mice were randomly assigned to treatment groups. No criteria were set for excluding certain data points and no data points were excluded. No specific confounder variables such as order of treatments or cage location were controlled for except that our experiments used multiple independent cohorts of mice over replicate experiments. Assessments and analyses were not blinded. ARRIVE reporting guidelines Percie du Sert et al., 2020 have been used.

### Mice

Eight- to 16-week-old mice were used unless otherwise specified. Mice were sex and age-matched. For C57Bl/6 mice, LCAd17 (Langerin-cre; Adam17 f/f) mice (Shipman et al., 2018), and wildtype littermate controls, males and females were used. Unless otherwise indicated, for MRL/+and MRL/lpr mice, females were used at 8–12 weeks, while males were used at 12–16 weeks as females present with a disease phenotype earlier than males. For B6.Sle1yaa mice and their B6 controls, only males were used because the model depends on the autoimmune accelerator locus located on the Y chromosome. B6 mice were either bred in-house or purchased from Jackson Laboratory (Bar Harbor, ME). MRL/+, MRL/lpr mice, B6.Sle1yaa mice, and their B6 controls were either bred in-house or purchased from Jackson Laboratory. LCAd17 mice were bred in-house. Mice were kept in a specific pathogen-free barrier facility and all animal procedures including protocols to reduce pain, suffering, and distress were performed in accordance with the regulations of the Institutional Animal Care and Use Committee at Weill Cornell Medicine (New York, NY; protocol number 2015–0067).

### Mouse treatments

For IFN-κ painting, 37.5 ng IFN-κ (R&D Systems, Minneapolis, MN) was dissolved in DMSO (Sigma-Aldrich, St. Louis, MO) was applied topically onto each ear (18.75 ng on dorsal and ventral sides, each). For anti-IFNAR1 treatments, mice were injected IP with 500 µg/dose or 125 µg/dose of anti-IFNAR1 (MAR1-5A3) or isotype control (MOPC-21; Bio X Cell, West Lebanon, NH). For UVR treatments, mice were exposed to 1000 J UVB/m^2^ (100 mJ/cm^2^) daily for 4 consecutive days using a bank of four FS40T12 sunlamps that emitted a combination of UVA and UVB radiation, similar to described (Shipman et al., 2018). Timing of UVR exposure was made based on lamp emission of 1.31 mW/cm^2^ UVB and distance of 9 cm away from lamp. To measure ear swelling after UVR exposure, a caliper (Mitutoyo, Aurora, IL) was used to take three measurements throughout each ear, and the reported value is the average of both ears. Each measurement was taken 22–24 hr after the previous measurement. For the IMQ-induced lupus mouse model, mice were painted on the dorsal and ventral sides of the right (ipsilateral) ear with 5% imiquimod cream (42 mg/ear/mouse) 3 x/week for 4–6 weeks (Yokogawa et al., 2014) prior to, and continued through experiments. The unpainted (contralateral) left ear was taken as non-lesional skin for flow cytometry experiments. For RNAseq, the painted ipsilateral ear and the unpainted contralateral ‘non-lesional’ left ear were taken and analyzed separately. Indicated MRL/lpr mice received 2.95 mg of the irreversible EGFR inhibitor PD168393 (0.74 mg on dorsal and ventral sides, each; Selleck Chem, Pittsburgh, PA).

### Human subjects

For microarray analysis, seven discoid CLE patients were examined. Both lesional and non-lesional skin were collected and the gene expression data from lesional tissue of these patients have been published, and patient characteristics are described (Jabbari et al., 2014). Healthy controls include the three that were previously described (Jabbari et al., 2014). All human tissue collection and research use adhered to protocols approved by the Institutional Review and Privacy Boards at the Rockefeller University (IRB# AJA-00740) and New York University (IRB# 10–02117), where participants signed written informed consents.

For suction blistering, one male and three female healthy participants between the ages of 23 and 55 participated. All human tissue collection and research use adhered to protocols approved by the Institutional Review and Privacy Board at the Hospital for Special Surgery (IRB# 2019–1998), where participants signed written informed consents.

### Human skin cell collection and preparation

Suction blistering was performed as previously described (27). Eight 5 mm suction blisters were generated with a negative pressure instrument (NP-4 model, Electronic Diversities, Finksburg, MD) on the arm of healthy donors over 30–60 min. The blister fluid was then collected by aspiration, and epidermal roofs were collected. After collection, epidermal roofs from suction blisters were digested with dispase (2.42 U/mL; Thermo Fisher Scientific, Waltham, MA), collagenase type II (616 U/mL; Worthington Biochemical Corporation, Lakewood, NJ), and DNAseI (80 μg/mL; Sigma Aldrich, St. Louis, MO) for 40 min to generate single cell suspensions that were used for the ADAM17 sheddase assay.

### Skin cell collection and flow cytometry staining and quantification

For murine epidermal single cell suspensions, skin on the trunk was excised and subcutaneous fat scraped off. Skin was incubated in dispase (2.42 U/mL) at 37 °C. The epidermis was then gently peeled, finely minced, digested in type II collagenase (616 U/mL) and DNAse I (80 μg/mL).

For collection of ear skin, ears were cut along the cartilage ridge, and the dorsal and ventral sides were manually peeled. Ear skin was then finely minced and digested with a buffer containing dispase, type II collagenase, and DNAse I as described above. For murine LC TNFR1 staining for the ADAM17 sheddase activity assay (see below), epidermal cells were preincubated with Fc block and then stained so that we could gate on CD45+, CD3-, CD11c+, I-Ab + for B6 mice and I-Ak + for MRL mice, and EpCAM + LCs and assess for TNFR1. LCs were sometimes stained with rabbit-anti-ADAM17 (Lora et al., 2021) followed by donkey anti-rabbit IgG (Jackson Immunoresearch, West Grove, PA). Monocytes and T cells were identified by gating for CD45+, CD11b+, Ly6C+, and CD45+, CD11c-, I-Ak/I-Ab-, and CD3 + cells, respectively. 4’,6-diamidino-2-phenylindole dihydrochloride (DAPI) was used to exclude dead cells and debris (Sigma Aldrich, St. Louis, MO). All antibodies are from Biolegend, San Diego, CA unless otherwise indicated.

For human LC TNFR1 staining for the ADAM17 sheddase activity assay, single cell suspensions of the epidermal roofs of suction blisters and blister fluid were preincubated with Fc block and subsequently stained for CD45+, CD11c+, CD14-, CD3- CD19-, CD56-, CD66b-, EpCAM+, and HLA-DR +to identify LCs. DAPI was used to exclude dead cells and debris, and TNFR1 was also stained to assess ADAM17 activity. All antibodies are from Biolegend, San Diego, CA unless otherwise indicated. Cells were analyzed using a FACS Canto or FACS Symphony A3 (BD Biosciences, San Jose, CA) and data were analyzed with FlowJo V10 Software (TreeStar, Ashland, OR).

For antibodies used, please see Supplementary file 11.

### Ex vivo ADAM17 sheddase activity assay

For murine skin, cell suspensions of epidermis were suspended at 200,000–500,000 cells/mL medium. For MRL/LPR and B6.Sle1yaa skin, medium was RPMI with 2% FBS, HEPES buffer, L-glutamine, penicillin-streptomycin (all Thermo Fisher Scientific, Waltham, MA). For IMQ mice skin, medium was phenol red-free RPMI (Corning, Edison, New Jersey), no serum, with HEPES buffer, L-glutamine, penicillin-streptomycin. Cells were exposed to 2000 (LPR and B6.Sle1yaa model mice) or 1000 (IMQ model mice) J/m^2^ UVR incubated for 45 min, and then stained for cell surface markers described above. For IFN-κ treatment, 3.125 ng/mL murine IFN-κ (R&D Systems, Minneapolis, MN) was added to the epidermal cell suspension that were incubated for 16–20 hr prior to UVR exposure. Indicated cells were treated with 1 nM tofacitinib (Selleck Chem, Pittsburgh, PA) during IFN-κ incubation. For IFN-β treatment, 30 ng/ml murine IFN-β (R&D Systems) was added to the epidermal cell suspensions and assessed as above.

For human skin, cells were incubated for 1 hr with recombinant human IFN-β (35.7 ng/mL; activity = 2.8 × 10^8^ UI/mg) and then exposed to 1000 J/m^2^ UVR as above. Cells were further incubated for 45 min and collected for preincubation with Fc block. Cells were then stained for cell surface markers described above.

Calculating the relative change in cell surface TNFR1 levels upon UVR exposure was as previous (Shipman et al., 2018). The geometric MFI of TNFR1 was divided by the MFI for the isotype control to generate a relative MFI. The percent TNFR1 MFI change was calculated by setting the relative MFI of the control sample to 1 and normalizing the value from the experimental samples to that control. In experiments with more than one control sample, the control values were averaged, and the experimental samples were each normalized to the averaged value.

### Epidermal permeability assay

Epidermal barrier function was assessed as described (Shipman et al., 2018). Ear skin was dehydrated and rehydrated in graded methanol and then incubated in 0.1% toluidine blue dye (Sigma Aldrich, St. Louis, MO). The dye was extracted with a buffer consisting of 95% methanol, 2.5% sulfuric acid, and 2.5% water and quantified with a colorimeter at 620 nm. Dye concentration was calculated using a standard curve.

### Ex vivo ROS assays

Epidermal cell suspensions in serum-free, phenol red-free DMEM/F-12 media were exposed to 1000 J/m2 UVR and the general ROS indicator 5-(and-6)-chloromethyl-2’,7’-dichlorodihydrofluorescein diacetate, acetyl ester (CM-H_2_DCFDA) (Invitrogen, Waltham, MA) at 10 uM was added immediately after UVR exposure. CM-H_2_DCFDA oxidation by ROS inside the cells leads to fluorescence. Cells were further incubated for 45 min prior to cell surface marker staining to identify LCs by flow cytometry.

To assess cytoplasmic vs mitochondrial sources of ROS, epidermal cell suspensions were incubated with MitoSOX Green superoxide indicator (Thermo Fisher) and CellROX Deep Red Reagent (Thermo Fisher; final concentration of 5 µM for each) or vehicle (DMF and DMSO, respectively). Fifteen minutes after addition of reagents, cells were exposed to 750 J/m2 UVR, incubated another 15 min, and then washed three times with warm PBS prior to staining for extracellular surface markers for flow cytometry.

### RNA extraction

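Counts of sex-linked genes matched the sexes given for the libraries. Xist had 886 ± 162 CPM (SD, n = 8) in MRL/lpr and 914 ± 115 CPM (SD, n = 9) in MRL/+ mice, which had at most 1 count of the Y-linked gene Ddx3y. In the B6.Sle1yaa mice Ddx3y had 74.4 ± 8.03 CPM (SD, n = 5) and in B6 mice 68.6 ± 6.47 CPM (SD, n = 5), while Xist had at most 7 counts in a mouse.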

Female MRL/+and MRL/lpr 12–14 weeks old, 12-week-old B6 and B6.Sle1yaa male mice, and 12- to 14-week-old IMQ mice were used for RNA sequencing. RNA was extracted from ear skin using an RNEasy Kit (Qiagen, Germantown, MD) and quality confirmed on a BioAnalyzer 2100 (Agilent Technologies, Santa Clara, CA).

### RNA sequencing

Libraries were prepared with non-stranded and poly-A selection TruSeq RNA Sample Preparation kits. Sequencing libraries were sequenced by the Genomics Core Facility at Weill Cornell Medicine using a HiSeq 2500 (MRL/lpr, MRL/+samples) and NovaSeq 6000 (samples from B6.Sle1yaa and IMQ models and their controls) at a depth of 15–30 million mappable paired-end reads per sample.

### Computational analyses of gene expression data

Microarray analysis was performed using healthy controls and DLE lesional skin samples from an existing GEO dataset (GSE52471) obtained from GEO using GEOquery and combined with previously unpublished, unsubmitted non-lesional skin sample data obtained as part of the original study (Jabbari et al., 2014). Microarray data were normalized with gcRMA normalization using the gcrma R package (Wu et al., 2021). Differential gene expression analysis was performed with limma using the empirical bayes method (Ritchie et al., 2015) and controlling for microarray hybridization kit and sex. Batch correction was performed using ComBat (Kammers et al., 2021). Visualizations were generated using ComBat corrected data with plotly and ggplot2 in R.

For RNA sequencing analysis, read quality filtering and adapter trimming were performed using *fastp* (Chen et al., 2018). Filtered reads were mapped to the mouse genome (mm10), and exonic reads were counted against GENCODE release 27 annotation with the STAR aligner (Dobin et al., 2013) using a customized pipeline available at https://gitlab.com/hssgenomics/pipelines (Oliver, 2023). Differential gene expression analysis was performed with edgeR 3.30.2 and 3.38.4 using quasi-likelihood framework. Genes with low expression levels (<2 counts per million in at least one group) were filtered from all downstream analyses. p-Values were adjusted to correct for multiple testing using the Benhamini-Hochberg FDR procedure. Genes with adjusted p-values <0.05 were considered differentially expressed. Downstream analyses were performed in R and visualized using a Shiny-driven visualization platform (RNAseq DRaMA) developed at the HSS David Z. Rosensweig Genomics Research Center.

Differentially regulated pathways were identified using R QuSAGE 2.22.0 package (Yaari et al., 2013) with MSigDB C2 set (curated gene sets). All gene sets with less than 10 genes were excluded from the analysis. Pathways with Benhamini-Hochberg adjusted p-values <0.005 (non-lesional skin versus healthy control), <0.05 (MRL/lpr versus MRL/+, IMQ contralateral versus healthy B6) or unadjusted p-values <0.05 (Sle.yaa vs B6) were used for further analyses.

The R/Bioconductor package, GSVA (Hänzelmann et al., 2013) (v1.36.3), was utilized as a non-parametric, unsupervised method to estimate enrichment of pre-defined gene sets in gene expression data from human DLE skin and non-lesional skin from MRL/lpr, B6.Sle1yaa, and IMQ mice. The inputs for GSVA were a matrix of expression values for all samples and curated gene sets describing select immune/tissue cell types and inflammatory cytokines. For the analysis of human DLE microarray data, low-intensity probes were filtered out if the interquartile range (IQR) of their expression values across all samples was not greater than 0 prior to the analysis. Enrichment scores were calculated using a Kolgomorov Smirnoff (KS)-like random walk statistic and represented the greatest deviation from zero for a particular sample and gene set. Scores across all samples were normalized to values between –1 (indicating no enrichment) and +1 (indicating enrichment). Gene sets used as input for GSVA are listed inSupplementary files 3 and 9. The human gene sets were previously published (Martínez et al., 2022). The mouse plasma cell, T cell, myeloid cell, neutrophil, pDC, dendritic cell, and keratinocyte gene sets were derived from Mouse CellScan, a tool for the identification of cellular origin of mouse gene expression datasets. The mouse IFN gene sets have been previously described (Kingsmore et al., 2021). The mouse cytokine signatures were generated by an iterative process involving derivation through literature mining and GO term definitions provided by the Mouse Genome Informatics (MGI) GO Browser (Bult et al., 2019).

### Statistical analyses

We determined the normality of data distribution using the Shapiro-Wilk test. For normally distributed data, we used two-tailed unpaired and paired Student’s t-tests for comparisons between two conditions to evaluate p-values as indicated. For data that were not normally distributed, the Mann-Whitney test was used for unpaired and Wilcoxon matched-pairs signed rank test for paired comparisons. Significance was defined as p<0.05. GraphPad Prism software was used. For figures showing normalized values, the control sample was set to one, and the experimental samples were normalized relative to the control for that experiment. For experiments that contained more than one control sample, the mean was obtained for the control samples, and the individual control and experimental samples were calculated relative to this mean.

## Data Availability

The murine RNAseq data have been deposited in GEO (GSE222573 for MRL/lpr and B6.Sle1yaa mice; GSE255519 for IMQ mice). Non-lesional human DLE microarray data were deposited with accession number GSE227329 with reanalysis of healthy control samples from GSE52471. All other data supporting the findings of this study are available within the paper and its Supplementary Materials. The following datasets were generated: SchwartzN ChinenovY DaamenAR OliverDJ LuTT LiTM 2023The interferon-rich skin environment regulates Langerhans cell ADAM17 to promote photosensitivity in lupusNCBI Gene Expression OmnibusGSE22257310.7554/eLife.85914PMC1121357038860651 SchwartzN ChinenovY DaamenAR OliverDJ DacicM JabbariA RogatskyI LuTT LiTM 2024The interferon-rich skin environment regulates Langerhans cell ADAM17 to promote photosensitivity in lupusNCBI Gene Expression OmnibusGSE25551910.7554/eLife.85914PMC1121357038860651 SchwartzN JabbaryA OliverD ChinenovY LuT LiTM 2023The interferon-rich skin environment regulates Langerhans cell ADAM17 to promote photosensitivity in lupus [array]NCBI Gene Expression OmnibusGSE22732910.7554/eLife.85914PMC1121357038860651 The following previously published dataset was used: JabbariA Suárez-FariñasM KruegerJG 2013Dominant Th1 and Minimal Th17 Skewing in Discoid Lupus Revealed by Transcriptomic Comparison with PsoriasisNCBI Gene Expression OmnibusGSE5247110.1038/jid.2013.269PMC385841423771123

# Supplementary material for: The interferon-rich skin environment regulates Langerhans cell ADAM17 to promote photosensitivity in lupus
**Source:** eLife. 2024 Jun 11;13:e85914. doi: 10.7554/eLife.85914
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Table S19 |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Table S10 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods, Mice |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. | Materials and Methods, Human Subjects |  |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Not done |  |
| Randomisation | Materials and Methods |  |
| Blinding | Not done |  |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Within figure legends |  |
| Define whether data describe technical or biological replicates. | Within figure legends |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods, Human Subjects |  |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods, Mice |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Within Figure legends and in Materials and Methods, Statistics |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and Methods, Data Availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials and Methods, Data Availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Citation |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

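RNA of non-lesional ear skin was measured by RNAseq in 8 MRL/lpr and 9 MRL/+ female mice and in 5 B6.Sle1yaa and 5 B6 male mice. The IMQ mice and the human skin samples of the paper were not analysed here. The authors deposited raw counts: they trimmed the reads with fastp, aligned them with STAR to mm10 and counted exonic reads per gene against GENCODE, which the methods call release 27, without normalization. The MRL table has 1 column per mouse, and the B6.Sle1yaa table has 2 columns per mouse, 1 for each sequencing lane. The counts of the part of Supplementary file 4 that could be read, 33983 values of 1999 genes, were equal to the deposited counts. Gene names and positions were taken from GENCODE release M21 on GRCm38, and 1985 of these 1999 genes have the same position there as in the supplementary file.

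Counts on genes per mouse ranged from 14512222 to 19222849 in the MRL mice and from 24324717 to 30741021 in the B6.Sle1yaa and B6 mice. Where a fold was given as a lower bound, the control mice were set to a floor of 3 counts, and such floors cover counting error only. A control mouse had no counts of Itln1, at most 1 of Gm40466 and at most 3 of Gm16372. The chi-square per gene between the 2 lanes of a mouse was 1.11 to 1.13, and between mice of a group it was 4.71 or more in every pair, so the spread between mice, not the depth, sets the precision of genes with many counts.

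Genes with a mean of at least 2 CPM in either genotype were tested by the quasi-likelihood F-test of edgeR 4.0.16 (glmQLFit with robust dispersions) after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05, in R 4.3.3. The authors used edgeR 3.30.2 and 3.38.4. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Both ages of the MRL mice were pooled, as in the paper, and the interaction of age and genotype was tested apart. Pathway scores are the mean log2 CPM (prior count 2) of the pathway's genes in each mouse, in place of QuSAGE. GSVA scores used a Gaussian kernel, a tau of 1 and the greatest deviation of the random walk, on the gene sets of Supplementary file 9, with symbols matched without regard to case. Group means of scores were compared by two-sided exact permutation tests over all splits of the mice, 24310 for the MRL mice and 252 for the B6.Sle1yaa and B6 mice, and adjusted over 17 sets per model. Python 3.11, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, limma 3.58.1 (camera and fry) and DESeq2 1.42.0 were used as well.

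On simulated counts with 200 changed genes, edgeR called 199 of them among 14066 genes of the MRL mice and 194 among 14021 genes of the B6.Sle1yaa and B6 mice, and 4.79% and 4.90% of its calls were unchanged genes. For DESeq2 the shares of unchanged genes among the calls were 11.2% and 13.3%. The simulated changes were 2-fold or larger, so smaller changes were not covered. Of 40 simulated gene sets, the 10 raised sets had an unadjusted p under 0.05 by the exact permutation test in both designs, as did 2 unchanged sets in each. The simulated genes were independent of each other and the p was not adjusted over sets. This simulation therefore does not measure the power of the adjusted tests on real sets. The GSVA scores were also checked against gseapy 1.3.1 on simulated data.

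The genes named are those that the paper names for these models in its text, in Figure 2C, in Figure 2—figure supplement 1 and in the complete lists of Supplementary file 10, the 3 largest rises and falls of each comparison among genes past the threshold whose groups do not overlap, genes that check sex and genotype, genes of the ADAM17, EGFR and IFN mechanism, and the members of the Langerhans cell set. This rule, the tests and most of the alternatives were set before the data were examined. The alternatives were DESeq2, library size in place of TMM, no filter, a minimum of 10 counts in every mouse, non-robust dispersions, a block for the replicate number, age as a term, each age alone, each lane alone, chromosomes 1 and X left out, each mouse left out, other prior counts, scores and kernels, and other tests of the pathways. Marker lists written before the tests covered adipocytes, B cells, cartilage, erythrocytes, the hair follicle matrix, Langerhans cells beyond the set of Supplementary file 9, plasma cell immunoglobulins, the sebaceous gland, skeletal muscle and suprabasal or alarmin keratinocyte genes, and a list of DNA replication genes was written after the results were seen. Shared sequence between genes was measured as the share of 31-base words of a gene's exons that also occur in another gene.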

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

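The tests of the segment that carries Fas, of sequence shared by Tgtp2 and Gm40466, of a mislabelled mouse and of DNA replication genes were chosen only after the results were seen.

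A single mouse lay far from its group, by Dixon's test at the 95% level, in 24 of 315 groups of values, where chance alone gives about 5% of them. By family, it was 9 of 68 groups of GSVA scores, 4 of 40 of marker lists, 11 of 195 of named genes, 0 of 8 of pathway scores and 0 of 4 of library totals. B6.Sle1yaa mouse 2 accounted for 5 of the 24, with the highest GSVA scores of its group for neutrophil (0.74), keratinocyte (0.44) and IL1 genes (0.87), and the highest log2 CPM of Epgn (2.25) and Rab9 (6.96). MRL/lpr mouse 3 of 14 weeks accounted for 4, with the lowest value of the B cell and plasma cell immunoglobulin lists, which rest on the same 1 gene (2.64), the lowest Ifi203 (2.74) and the highest Adam17 (6.73 against 6.48). MRL/+ mouse 2 of 12 weeks accounted for 3, with the highest keratinocyte (0.44) and IFNA2 (0.15) scores and the highest mean of the cartilage list (5.76). Without B6.Sle1yaa mouse 2 the number of genes called in that model was 60 in place of 45, and without MRL/lpr mouse 3 of 14 weeks the number in the MRL mice was 267 in place of 291. A difference in the tissue of the piece of ear may lie behind such mice: with the first component of 5 tissue lists as a term, 292 genes were called in the MRL mice, 250 of them among the 291, and 60 in the B6.Sle1yaa and B6 mice, 37 of them among the 45, so tissue is not the whole cause of the differences between genotypes, and for the single mice it stays open. No biological explanation was tested for single mice.

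The remaining mice far from their group were 1 or 2 values each. MRL/lpr mouse 4 of 14 weeks had the lowest mean of the hair follicle list (1.93 against 3.76), MRL/lpr mouse 2 of 12 weeks the highest Irf7 (4.64 against 3.82), MRL/+ mouse 1 of 12 weeks the highest myeloid score (0.27), MRL/+ mouse 1 of 14 weeks the lowest Oas2 (0.0022) and MRL/+ mouse 4 of 14 weeks the lowest Oas3 (−0.95), with genes in log2 CPM. B6.Sle1yaa mouse 4 had the lowest IL21 score (−0.62), B6.Sle1yaa mouse 1 the lowest Myoc (7.48), B6 mouse 4 the lowest plasma cell score (−0.20), B6 mouse 3 the lowest T cell score (−0.57), B6 mouse 5 the lowest Tlr7 (1.07) and Ereg (4.43), and B6 mouse 1 the highest Hbegf (4.79). A mislabelled mouse is argued against in the MRL mice, since 8 of 8 MRL/lpr mice lay above every MRL/+ mouse in the IFN-α/β pathway.

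The effect of genotype differed between 12 and 14 weeks in 26 genes by edgeR's interaction term, 20 with a larger and 6 with a smaller log2 fold change at 14 weeks, and 1486 of 14066 genes had an unadjusted p under 0.05, which is 10.6%. However, 6 of 100 drawn reassignments of the mice, the real one included, gave as many genes, and the largest of the others gave 1006, so the number may come from the way the mice fall into the groups. The gene with the lowest adjusted p was Gpnmb, with a difference of −0.90 (edgeR adjusted p = 0.00448), followed by Uhrf1 at 1.03, both named after their values were seen. Of 35 DNA replication genes tested, 8 were among the 26, and the other 27 had a mean effect of genotype of −0.32 at 12 weeks and 0.11 at 14 weeks, a difference of 0.43 (exact permutation test, p = 0.00952), on a list chosen after the result was seen. The hair follicle list had an effect of 1.15 at 12 weeks and 0.33 at 14 weeks, a difference of −0.82 (exact permutation test, p = 0.321), which leaves a difference in the hair cycle undecided. The effect at 14 weeks leaned on MRL/lpr mouse 4, at 1.93 against 3.90 to 4.50 in the other MRL/lpr mice of that age. Age stays open as a biological explanation.

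Apart from Gm16372, which is described below, a signal in genes outside those the paper discusses was seen in 4 genes that were all but undetected in the control mice or had the largest rises. Mamdc2 rose by 5.55 on the log2 scale in MRL/lpr mice and lies 10.8 Mb from Fas on chromosome 19, so a variant inherited together with the mutated Fas gene is a candidate explanation. Within 15 Mb of Fas, 7 of 202 tested genes were called (3.47%) against 284 of 13861 elsewhere (2.05%; Fisher's exact test, p = 0.202), which leaves the explanation for Mamdc2 undecided, as 1 gene cannot be told apart from a response to disease, and shows that the segment does not account for the 291 genes. Tgtp2 rose by 3.24 and shares 89.2% of its 31-base words with Tgtp1, and Gm40466 was at least 13.1-fold higher and shares 14.3% with Gm3365, so for these 2 genes reads from a copy cannot be told apart from their own, since the treatment of such reads in the counting is not stated. In B6.Sle1yaa mice Itln1 (chromosome 1, 171518122 to 171535294) was at least 20.5-fold higher, with 51 to 72 counts in each B6.Sle1yaa mouse and none in a B6 mouse. It lies in the stretch of chromosome 1 that holds most of the called genes of that chromosome, whose closeness had p = 0.0001 against random genes, so the donor segment stays a candidate explanation, and a response to disease was not tested for it.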

How the results depend on the processing

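Each choice was changed alone, and the cause of a change was not tested unless the alternative itself gives it. The kernel on counts for sets other than the IFN and Langerhans cell sets was chosen after seeing the data.

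With DESeq2's size factors and Wald test, 575 genes were called in MRL/lpr mice in place of 291 and 189 in B6.Sle1yaa mice in place of 45. In simulated data DESeq2 also called more unchanged genes than edgeR did. Without the filter, 102 genes were called in B6.Sle1yaa mice, and with chromosomes 1 and X left out 6 of 12757, by construction fewer. The 14-week MRL mice alone gave 134 genes, 95 of them among the 291, and the 12-week mice alone 252, 107 of them among the 291. The fits that each left out 1 mouse gave from 189 to 510 genes in MRL/lpr mice, without MRL/lpr mouse 4 of 12 weeks and mouse 1 of 14 weeks, and from 30 to 60 in B6.Sle1yaa mice, without B6 mouse 3 and B6.Sle1yaa mouse 2. The other alternatives stayed within 1.5 times the number reported, among them library size (285 and 43), a minimum of 10 counts (262 and 43), non-robust dispersions (304 and 47) and age as a term (373). The genes raised by over 0.5 numbered 84 to 159 in place of 107, and the genes whose effect differed with age 25 in place of 26.

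The IFN-α/β difference of 0.42 and the IFN-γ difference of 0.36 in MRL/lpr mice kept their direction and call under every alternative and with each mouse left out (0.40 to 0.44 and 0.33 to 0.38). In B6.Sle1yaa mice the IFN-α/β difference lost its call with the median over genes (0.24, exact permutation p = 0.0952), with camera's estimated correlation (0.26, p = 0.120) and with fry (0.26, p = 0.0545), and ranged from 0.16 to 0.31 with each mouse left out, with p over 0.05 without B6 mouse 1, 2, 3 or 5. The IFN-γ difference of 0.15 passed the threshold only with camera's preset correlation (p = 0.0125). With each mouse left out it ranged from 0.072, without B6.Sle1yaa mouse 1, to 0.20, without B6.Sle1yaa mouse 2. Its lowest value under the other alternatives was 0.055. The GSVA IFN difference in MRL/lpr mice was 0.65 in 12-week mice (exact permutation test, adjusted p = 0.0971) and 0.89 in 14-week mice (adjusted p = 0.0540), where fewer samples raise the smallest p. It ranged from 0.78 to 0.87 with each mouse left out. Under the alternatives other than leaving out a mouse, the Langerhans cell set kept its direction, from −0.29 to −0.05 in MRL/lpr and from −1.18 to −0.66 in B6.Sle1yaa mice, and the IFN set of B6.Sle1yaa mice stayed between 0.75 and 0.99, none past the adjustment. With each mouse left out, the Langerhans cell set ranged from −0.37 to −0.16 in MRL/lpr and from −1.08 to −0.65 in B6.Sle1yaa mice. The IFN set of B6.Sle1yaa mice then ranged from 0.74 to 0.87, again with none past the adjustment. The number of sets past the adjustment was 11 or 12 in MRL/lpr mice and 0 in B6.Sle1yaa mice, where 1 set, the IFN set, had an unadjusted p under 0.05 with the settings reported. With all genes and with the mean z-score, the Langerhans cell set (exact permutation p = 0.0476 and 0.0397) and the plasma cell set (exact permutation p = 0.0397 and 0.0476) did so too, without passing the adjustment. Of 40 values for the 10 other sets of MRL/lpr mice, 37 kept their call and 3 lost it.

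With only the genes that no other signature lists, the IFNA2, IFNG and IFNW1 signatures of B6.Sle1yaa mice reversed, to −0.0095, −0.15 and −0.37, and in MRL/lpr mice 3 of 5 signatures lost their call. The IFNK signature gained a call under 4 settings. Of 256 values of named genes in MRL/lpr mice under DESeq2, library size, no filter and the replicate block, 241 kept their call, 13 lost it and 2 gained one, and in B6.Sle1yaa mice it was 124, 5 and 11 of 140. With each mouse left out, 1009 of 1086 values in MRL/lpr and 313 of 349 in B6.Sle1yaa mice kept direction and call, 60 and 25 lost the call, 4 and 4 gained one, and 13 and 7 reversed. Those that reversed had log2 fold changes near 0: in MRL/lpr mice Fas (−0.0044 to 0.11), Xist (−0.12 to 0.0037), Egf (−0.025 to 0.097), H2-Eb1 (−0.067 to 0.0074) and H2-M2 (−0.067 to 0.071), and in B6.Sle1yaa mice Adam17 (−0.0082 to 0.050), Egfr (−0.037 to 0.034) and Tgfa (−0.076 to 0.061). Of the shares of variance of the principal components, 5 of 8 moved by more than their spread, since more genes entered.

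Mice with the same replicate number are different animals. The correlation of their deviations from the group means was −0.07 to 0.21 over 8 pairs of MRL mice, with a median of 0.11 against −0.02 for mice of the same age with other numbers, and the mean over the pairs was as high in a share of the 2880 ways to number the mice within each age that gives p = 0.0667 (one-sided exact permutation test, chosen after seeing the data). Over 5 pairs of B6.Sle1yaa and B6 mice it was −0.17 to 0.14, with a median of −0.03 against 0.01, and the same test over 120 ways gave p = 0.617. As not every pair had a correlation over 0.1, the numbers were not taken to pair the mice. With the number as a block, 232 genes were called in MRL/lpr and 34 in B6.Sle1yaa mice, and the IFN-α/β difference in B6.Sle1yaa mice was 0.26 (exact sign-flip permutation, p = 0.125; the smallest that 5 pairs allow is 0.0625).

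The filter at 2 CPM left out Mx1 and Epgn in MRL/lpr mice and Areg, Ifnk and Ifng in both models, and without it Mx1 alone of these was called in MRL/lpr mice (log2 fold change 1.05, edgeR adjusted p = 0.0105).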

Differences from the paper's values

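No value of the paper that was also computed here differed by more than the spread between mice and 1.5 times. For the statements below, no test was chosen after the result was seen, apart from the kernel on counts for the T cell and pDC sets and the IFNK signature.

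The paper states that the T cell and pDC gene sets were enriched in MRL/lpr mice. Here the T cell set had a difference of 0.15 (exact permutation test, adjusted p = 0.517) and the pDC set 0.09 (adjusted p = 0.756), and none of the settings run for all sets called them.

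For IFN signatures, the paper states that several were enriched in MRL/lpr mice, and of the 5 the IFNK signature was not past the adjustment here (difference 0.29, exact permutation test, adjusted p = 0.0607). Without adjustment this signature was under 0.05 (exact permutation test, p = 0.0429). The paper names an unpaired t-test for such scores and no adjustment over the sets, so the adjusted p is a stricter measure than its own. With adjustment, the IFNK signature was called with the difference of the largest deviations (adjusted p = 0.0369), with all genes (0.0386), with the mean z-score (0.0308) and with a Poisson kernel (0.0138), which was chosen for it after seeing the values.

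In B6.Sle1yaa mice the paper states that the IFN gene set was raised and the Langerhans cell gene set lowered. The directions were the same here, but neither passed the adjustment over 17 sets, which the paper does not name for its unpaired t-tests. Without adjustment the IFN set was under 0.05 here, and the Langerhans cell set was not with the settings reported. The IFN set had a difference of 0.75 (exact permutation test, p = 0.00794, adjusted p = 0.135), and as this is the smallest p that 5 mice against 5 allow, 1 set alone could not pass whatever its difference. The Langerhans cell set had a difference of −0.83 (exact permutation test, p = 0.0635, adjusted p = 0.405). Without adjustment the Langerhans cell set passed 0.05 with all genes (exact permutation p = 0.0476) and with the mean z-score (exact permutation p = 0.0397). The correlation of IFN genes with a loss of Langerhans cells that the paper states for this model refers to these differences from controls. A correlation from mouse to mouse was not computed within its groups of 5 mice.

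Of the genes that the paper states were higher in B6.Sle1yaa mice, Tlr7 (edgeR adjusted p = 0.127), Irf9 (0.0573), Xaf1 (0.0840), Selp (0.0967) and Ube2l6 (0.444) were higher here without passing the threshold over all genes. The paper's own list for this model holds 35 genes with an FDR under 0.05. Of those, 34 were called here and the other was Serpina3b. The genes named above were thus not under that threshold in the paper's list either, and their direction was the one it states. DESeq2 called Tlr7 (adjusted p = 0.00415), Irf9 (0.000204), Xaf1 (0.000308) and Selp (0.00152), and edgeR without the filter called Tlr7 (0.0479), Irf9 (0.0192) and Selp (0.00842). Irf9 was also called in 1 of the 2 lanes alone (0.0454). With 1 mouse left out, Irf9 was called in 1 of 10 fits and Xaf1 in 2 of 10. No setting called Ube2l6 over all genes, and its edgeR p adjusted over the named genes alone was 0.0318.

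Among the genes shared with other datasets in the paper, Sprr1b (edgeR adjusted p = 0.0615) was not past the threshold in MRL/lpr mice, and DESeq2 called it (adjusted p = 0.00375), as did edgeR with non-robust dispersions (0.0290) and 2 of the 17 fits that each left out 1 mouse. Irf8 (edgeR adjusted p = 0.114), Oas2 (0.371) and Oas3 (0.0858) were not called, and Mx1 was below the filter. Without the filter, edgeR called Mx1 (adjusted p = 0.0105). DESeq2 called Oas3 (adjusted p = 0.0453), as did 1 of 15 fits that left out 1 mouse, and no setting called Irf8 or Oas2 over all genes. Adjusted over the named genes alone, the edgeR p was 0.00224 for Sprr1b, 0.00828 for Irf8, 0.00422 for Oas3 and 0.114 for Oas2. The paper's text names pairs of datasets that each include MRL/lpr mice, while its Supplementary file 10 lists Irf8, Oas2, Oas3 and Mx1 as shared by DLE and IMQ skin and not by MRL/lpr mice.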

Other observations

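The tests of copies of genes from chromosome 1, of the sequence shared by genes of the X chromosome stretch, of genes near Fas and of the GSVA IFN set without single mice were chosen only after the results were seen.

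Other splits of the mice gave few genes. Of 100 drawn splits of the MRL mice, the real one included, 1 gave as many as 291 genes and 1 as many as 107 raised by over 0.5, and the largest numbers of the others were 5 and 2. Of 100 drawn splits of the B6.Sle1yaa and B6 mice 1 gave as many as 45 genes, and the largest of the others gave 4. A difference in library size is argued against as the whole cause, since 288 and 47 genes were called in the 2 models with all libraries thinned to the smallest, 271 and 45 of them among those reported.

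The genes called in B6.Sle1yaa mice on chromosome 1 lay close together: 18 of 19 fell between 152399830 and 191623688, and the median distance between called genes was 9.99 Mb, where 10000 draws of as many tested genes had a median of 56.7 Mb and a lowest value of 18.9 Mb (p = 0.0001, the smallest the draws can give). The Sle1 locus is of another strain, so variants of the donor segment may account for these genes apart from a response to disease. Wdfy1, with a log2 fold change of 1.02, lay outside the stretch at 79702262 to 79776143, and was named after its value was seen. On the X chromosome, reads shared with other genes of the reference are argued against as the whole cause of the rises in the stretch around Tlr7, since its 9 called genes share a median of 0.563% of their 31-base words with their closest other gene, although Hccs shares 25.1% with its neighbour Arhgap6. A duplicate of the stretch itself cannot be seen by this comparison. The paper describes the effects of the Yaa locus as attributed to a duplication of Tlr7, which was not tested here.

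Gm6206 on the X chromosome (103163110 to 103165407) and Gm16372 on chromosome 12 (24493207 to 24493656) were called in B6.Sle1yaa mice and are pseudogene copies of genes in the chromosome 1 stretch, Cop1 and Arpc5, with which they share 92.9% and 26.9% of their 31-base words. Gm6206 rose by 1.00 on the log2 scale and Gm16372, with at most 3 counts in a B6 mouse, was at least 31.2-fold higher, while Cop1 changed by −0.43 and Arpc5 by −0.29. Of 203 pseudogenes tested, 2 of 2 copies of genes of the stretch were called against 0 of 201 others (Fisher's exact test, p = 4.88e-05), and 1216 of all 14021 genes had an unadjusted p under 0.05. In the MRL mice, where the stretch is not expected to differ, 0 of 1 such copy and 2 of 139 others were called. A candidate explanation is that reads of the donor allele align to the copy, which was not tested on the reads.

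Between the genotypes, whole-skin Adam17, which the paper studies in Langerhans cells, did not differ detectably, with 89.0 ± 7.47 CPM (SD, n = 8) in MRL/lpr mice and a log2 fold change of 0.07 (standard error 0.06, edgeR adjusted p = 0.583), and 85.2 ± 5.20 CPM (SD, n = 5) in B6.Sle1yaa mice and a log2 fold change of 0.02 (edgeR adjusted p = 0.947). For Egfr the log2 fold changes were 0.07 and −0.0083. Of the EGFR ligands, 5 were tested in MRL/lpr and 6 in B6.Sle1yaa mice, with 0 past the threshold over all genes in either model, log2 fold changes from 0.04 to 0.50 and from −0.66 to 0.66, and lowest edgeR adjusted p of 0.198 and 0.373. Adjusted over the named genes alone, Tgfa (0.0284) and Ereg (0.0327) in MRL/lpr and Btc (0.0202) in B6.Sle1yaa mice were under 0.05. The other ligands tested were not. In the B6.Sle1yaa model each limit leaned on 1 mouse. Hbegf, at −0.66, was at −0.16 without B6 mouse 1. Epgn, at 0.66, had 4.69 CPM in B6.Sle1yaa mouse 2 and 1.25 to 1.82 in the others of its group. Of all genes, 2468 and 1216 had an unadjusted p under 0.05. Btc was called in 1 of the 17 MRL fits that left out 1 mouse, the one without MRL/+ mouse 2 of 12 weeks, with a log2 fold change of 0.70 (edgeR adjusted p = 0.0426). These values are of whole skin and not of Langerhans cells alone.

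Of S100a8, another gene shared between datasets in the paper, MRL/lpr mice had 13.0 ± 17.4 CPM (SD, n = 8), a log2 fold change of 2.69 (edgeR adjusted p = 0.0438), and it was called in 5 of the 17 fits that each left out 1 mouse, with 1.82 without MRL/lpr mouse 1 of 14 weeks.

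The other marker lists gave the following differences of mean log2 CPM with two-sided exact permutation tests, adjusted over 10 lists per model. In MRL/lpr mice the suprabasal and alarmin keratinocyte list was higher by 1.16 (p = 0.00399, adjusted p = 0.0399; 11 of 11 genes), the hair follicle list by 0.73 (adjusted p = 0.302), the cartilage list by 0.09, the Langerhans cell list by 0.05 and the B cell and plasma cell lists, which rest on the same 1 gene, by 0.03, and the adipocyte, skeletal muscle, erythrocyte and sebaceous gland lists differed by −0.16, −0.16, −0.09 and −0.08. In B6.Sle1yaa mice the erythrocyte list differed by 1.43 (exact permutation test, p = 0.0714), the cartilage list by 0.20, the suprabasal list by 0.16, the muscle list by 0.12, the sebaceous list by −0.0092, the adipocyte list by −0.33, the B cell and plasma cell lists by −0.52 and the hair follicle list by −0.76, with adjusted p from 0.258 to 0.937. The hair follicle and suprabasal differences leaned on B6.Sle1yaa mouse 2. It had −0.74 in the hair follicle list, against 1.45 to 3.18 in the others of its group. In the suprabasal list it had 5.56, against 2.00 to 3.09.

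A list of 11 Langerhans cell genes other than the set of Supplementary file 9 was lower in B6.Sle1yaa mice by −0.25, with 0 of 11 genes higher (exact permutation test, p = 0.0238, adjusted p = 0.238), so fewer Langerhans cells in the skin stay a candidate explanation for the lower Langerhans cell set, and lower expression in each cell was not tested apart. All 11 genes are expressed in whole skin past the filter, so cells of other types may contribute.

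Whether a few mice carry the IFN signal in B6.Sle1yaa skin has 2 answers. The difference in the IFN-α/β pathway was 0.16 without B6.Sle1yaa mouse 1 in place of 0.26, but the exact permutation test gave at most p = 0.0317 without any 1 B6.Sle1yaa mouse, and the fits with p over 0.05, up to 0.0794, were those without B6 mouse 1, 2, 3 or 5. No single B6.Sle1yaa mouse decides that call, and whether several of them carry it stays open, as 3 of the 5 lay above every B6 mouse. For the GSVA IFN set the lowest difference with 1 mouse left out was 0.74, and each B6.Sle1yaa mouse lay above each B6 mouse, which argues against a few mice as its whole cause.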
